# Young and undamaged recombinant albumin alleviates T2DM by improving hepatic glycolysis through EGFR and protecting islet β cells in mice

**DOI:** 10.1186/s12967-023-03957-3

**Published:** 2023-02-06

**Authors:** Hongyi Liu, Anji Ju, Xuan Dong, Zongrui Luo, Jiaze Tang, Boyuan Ma, Yan Fu, Yongzhang Luo

**Keywords:** rMSA, Type 2 diabetes mellitus, Glycolysis, β-Cell apoptosis, Lipotoxicity

## Abstract

**Background:**

Albumin is the most abundant protein in serum and serves as a transporter of free fatty acids (FFA) in blood vessels. In type 2 diabetes mellitus (T2DM) patients, the reduced serum albumin level is a risk factor for T2DM development and progression, although this conclusion is controversial. Moreover, there is no study on the effects and mechanisms of albumin administration to relieve T2DM. We examined whether the administration of young and undamaged recombinant albumin can alleviate T2DM in mice.

**Methods:**

The serum albumin levels and metabolic phenotypes including fasting blood glucose, glucose tolerance tests, and glucose-stimulated insulin secretion were studied in *db*/*db* mice or diet-induced obesity mice treated with saline or young, undamaged, and ultrapure rMSA. Apoptosis assays were performed at tissue and cell levels to determine the function of rMSA on islet β cell protection. Metabolic flux and glucose uptake assays were employed to investigate metabolic changes in saline-treated or rMSA-treated mouse hepatocytes and compared their sensitivity to insulin treatments.

**Results:**

In this study, treatment of T2DM mice with young, undamaged, and ultrapure recombinant mouse serum albumin (rMSA) increased their serum albumin levels, which resulted in a reversal of the disease including reduced fasting blood glucose levels, improved glucose tolerance, increased glucose-stimulated insulin secretion, and alleviated islet atrophy. At the cellular level, rMSA improved glucose uptake and glycolysis in hepatocytes. Mechanistically, rMSA reduced the binding between CAV1 and EGFR to increase EGFR activation leading to PI3K-AKT activation. Furthermore, rMSA extracellularly reduced the rate of fatty acid uptake by islet β-cells, which relieved the accumulation of intracellular ceramide, endoplasmic reticulum stress, and apoptosis. This study provided the first clear demonstration that injections of rMSA can alleviate T2DM in mice.

**Conclusion:**

Our study demonstrates that increasing serum albumin levels can promote glucose homeostasis and protect islet β cells, which alleviates T2DM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-023-03957-3.

## Background

Type 2 diabetes mellitus (T2DM) has become a severe disease that has reached epidemic proportions and thus poses an increasing threat to public health as socioeconomic status improves [1]. As a result, it is critical to investigate the mechanisms behind the onset and progression of T2DM, as well as to develop effective medicines to reduce or possibly cure diabetes.

In T2DM, insulin resistance causes changes in glucose metabolism, resulting in hyperglycemia [2]. The liver plays a central role in systemic glucose homeostasis [3], which is controlled by insulin [4]. Insulin signals via the PI3K-AKT pathway inhibits gluconeogenesis and activates glycolysis. AKT inhibits the expression of gluconeogenesis genes by inhibiting FOXO1 [5], meanwhile, AKT promotes glycolysis by activating glucokinase [6]. Therefore, the interaction between the insulin signals and glucose flux regulates hepatic glucose metabolism. Besides the reduced insulin sensitivity, β-cell apoptosis is a crucial component of T2DM pathogenesis [7]. Free fatty acid (FFA) over-uptake that mediates lipotoxicity can cause β-cell dysfunction by causing endoplasmic reticulum (ER) stress [8]. In this process, ceramide formed from saturated FFA is an essential substance in islet β-cell ER stress and apoptosis [9].

Albumin is the most abundant protein in serum and serves as a transporter of FFA in blood vessels and intercellular stroma, enabling FFA transport across organ tissues such as the liver, fat, heart, and skeletal muscle [10]. In T2DM patients, serum albumin levels can be decreased by impaired albumin synthesis [11], glycation-caused immune response-mediated clearance [12], and albuminuria [13]. Serum albumin levels are significantly reduced in some T2DM patients [13–15] and have been shown to be a risk factor for T2DM development and progression [16–18], although this conclusion is controversial [19]. Nevertheless, there has been, to date, no report that increasing the serum albumin level can improve T2DM. Noteworthily, the uncertainty in the quality of blood-derived products can bring many risks to the treatment of T2DM; for example, the glycated HSA has negative effects on patients and limits the value of blood-derived HSA in the treatment of T2DM [13]. Moreover, commercial blood-derived HSA products have been reported to have the disadvantage of decreased functions and causing immunosuppression [20, 21]. Fortunately, our group reported that long-term administration of young, undamaged, and ultrapure recombinant MSA (rMSA) can extend the lifespan and healthspan of mice without side effects [22]. Mechanically, the rMSA is significantly superior to blood-derived MSA in the free thiol, AGE, carbonylation, and homocysteine levels, which is extremely important for its functions [22]. Here, we report that rMSA can enhance glycolysis through the EGFR-PI3K-AKT signaling in hepatocytes and protect islet β-cells from apoptosis. On this basis, we discovered for the first time that injecting rMSA improved blood glucose homeostasis in T2DM mice.

## Material and methods

### Mice and drug treatments

Wild-type SPF-grade male C57BL/6J male mice (WT) were purchased from Vital River Experimental Animal Technology Co., LTD. SPF-grade Male *B6.Cg-dock7m Lepr*^*db*^/++/*J* (*db*/*db*) mice (strain#: 000699) were purchased from The Jackson Laboratory (JAX). The mice were professionally and securely delivered to Laboratory Animal Research Center, Tsinghua University (THU-LARC). The mice were kept stable for a week before undergoing the studies to ensure that they acclimated to their new habitat. The animals were housed in a sterile barrier environment at 23 °C with a 12-h cycle of light and darkness. After arrival, mice on a normal diet (ND) were fed with irradiation-sterilized JAX-standard breeder chow (SHOOBREE®, Xietong Pharmaceutical Biotechnology Co., Ltd., 1010058) and sterilized water during the entire study. An adequate number of 8-week-old WT mice were chosen for diet-induced obesity (DIO) and fed a high-fat diet (HFD; ResearchDiet, D12492) for 8 weeks. Mice with a bodyweight of more than 30 g were chosen to participate in the experiments.

The young, undamaged, and ultrapure rMSA and treatments used in this study were the same as previously described [22] unless stated otherwise herein. Briefly, mice in the rMSA-treated group were *i.v.* injected once every 3 weeks with rMSA in a dose of 1.5 mg per gram of body weight, while the control group mice were injected with isometric saline. All animal studies were approved by the Institutional Animal Care and Use Committee of Tsinghua University (Beijing, China).

### Cell culture, treatments, and transfections

Mouse hepatocytes AML12 were purchased from ATCC (#CRL-2254) and cultured with DMEM/F12 medium (Gibco) supplemented with 10% FBS, 10 μg/ml insulin, 5.5 mg/ml transferrin, 5 ng/ml selenium, 40 ng/ml dexamethasone, and 15 mM HEPES. Mouse insulinoma cell line MIN6 (Beijing Crisprbio, CE18728) was maintained under a 5% CO_2_ atmosphere at 37 °C in RPMI 1640 medium supplemented with 10% FBS, 10 mM HEPES, 2 mM l-glutamine, 1 mM sodium pyruvate, and 0.05 mM 2­mercaptoethanol. Mouse primary hepatocyte isolation was performed as previously described [23].

For mass labelling of AML12 hepatocytes, AML12 hepatocytes were washed twice with warm PBS and starved in serum-free DMEM overnight. Labelled compounds [U-^13^C]-glucose (Sigma, 389374) were added to serum-free DMEM (without glucose). Indicated concentrations of rMSA with or without insulin were added at the same time.

For signaling pathway analysis, AML12 hepatocytes or mouse primary hepatocytes were washed twice with warm PBS and starved in serum-free DMEM overnight. For the AKT signaling, after the pretreatment with vehicle, Wortmannin (Selleck, S2758), PI-103 (Selleck, S1038), or ZSTK474 (Selleck, S1072), respectively for 30 min, indicated concentrations of rMSA with or without insulin were added at the same time in the absence or presence of PI3K inhibitors. For the IGF-1R signaling, after the pretreatment with vehicle or OSI-906 (Selleck, S1091) for 30 min, indicated concentrations of rMSA with or without insulin were added at the same time in the absence or presence of IGF-1R inhibitor. For the SRC signaling, after the pretreatment with vehicle, PP1 (Selleck, S7060), or Dasatinib (Selleck, S1021) for 30 min, indicated concentrations of rMSA were added at the same time in the absence or presence of SRC inhibitors. For the EGFR signaling, after the pretreatment with vehicle, BDTX-189 (Selleck, S9786), or Varlitinib (Selleck, S2755) for 30 min, indicated concentrations of rMSA were added in the absence or presence of EGFR inhibitors.

For induction of MIN6 cell apoptosis, sodium palmitate (PA) was dissolved to 250 mM in 50% ethanol at 60 °C, conjugated to 10% fatty acid-free bovine serum albumin (BSA; Beyotime, ST025), and added to serum-free RPMI 1640 medium to a final concentration of 0.2 mM PA and < 0.05% ethanol. PA, rMSA, sulfo-*N*-succinimidyl oleate sodium (SSO; MCE, HY-112847A), Fumonisin B1 (MCE, HY-N6719), CCT020312 (MCE, HY-119240), and GSK2656157 (Selleck, S7033) of specific concentrations were dissolved as indicated or manufacturer’s instructions and used to treat MIN6 cells for 16 h.

For immobilized rMSA and PA treatment, NHS-activated agarose (Sangon Biotech, C600024) was used to bind rMSA following the manufacturer’s instruction. Briefly, the agarose was washed and balanced with 1 mM HCl and sodium bicarbonate buffer (pH = 8.0) respectively. Then rMSA and the agarose, or the agarose alone, were co-incubated overnight in sodium bicarbonate buffer (pH = 8.0) at 4 °C, following blocking with 0.1 M Tris–HCl Buffer (pH = 8.5). FITC labeled rMSA was also immobilized with the same method to examine whether the rMSA could be dissociated from the agarose and uptake by cells. MIN6 cells were cultured in 6-well plates for 80% confluence. PA or vehicle, and immobilized rMSA or empty agarose were added to Transwell chambers with 4 μm pore membranes hanging above the cells. Cells were treated for 16 h and subjected to western blot for apoptosis assessment.

Transfection was performed with FuGene HD (Roche Applied Science). Cav1 (5′-CUGCGAUCCACUCUUUGAATT-3′ and 5′-CGCUUGUUGUCUACGAUCUTT-3′), and control small interfering RNAs (siRNAs) were from Genechem.

### Assessment of glucose homeostasis in animals

Mice fasted for 6 h before fasting blood glucose level (FBGL) values were measured using a glucometer (Roche, ACCU-CHEK) on blood from tail snip. For intraperitoneal glucose tolerance tests (IPGTT) and oral glucose tolerance tests (OGTT), blood samples from mice fasted for 15 h were collected at 0, 15, 30, 60, and 120 min after an *i.p.* injection of glucose (2 mg/g body weight) or intragastric administration (1 mg/g body weight). For in vivo glucose-stimulated insulin secretion (GSIS), the insulin was measured from serum collected at 0 and 15 min after an *i.p*. injection of glucose (2 mg/g body weight). Insulin concentrations were determined using a radio immune assay (RIA) kit by the manufacturer (Beijing Victor Biotechnology Co., Ltd., RK-146). For insulin tolerance tests, mice fasted for 4 h and were *i.p.* injected with insulin (Beyotime, P3375), following blood glucose measurements at 0, 15, 30, and 60 min.

In omics and histology studies, the serum, pancreas, and liver were collected in fed status for sample preparation or 4% paraformaldehyde (PFA) fixation and paraffin embedding. Major blood biochemical parameters of serum samples were determined with an automatic biochemistry analyzer (Sysmex, BX3010).

### Assessments of energy budget in animals

For energy budget analysis, mice were placed into each Metabolic PhenoCage (TSE Systems) loaded with feed and drinking water in advance. Consumptions of feed, drinking water, and oxygen, CO_2_ production, and other parameters were tracked (about every 20 min). The monitoring data from the 4th day was gathered for statistics.

### Apoptosis and cell viability assays

For the determination of apoptosis in the paraffin-embedded pancreatic section, a TUNEL assay (Beyotime, C1088) was performed according to the manufacturer’s instructions. Images were captured and TUNEL^+^ nuclei surrounded by insulin^+^ staining were determined with the Automated Quantitative Pathology Imaging System and inForm Software (Vectra Polaris).

For determination of apoptosis in PA/rMSA-treated MIN6 cells, an Annexin V-FITC/PI apoptosis detection kit (Mei5bio, MF124) and a GreenNuc™ Caspase-3 Assay Kit for Live Cells (Beyotime, C1168) were used following manufacturers’ instructions. The apoptosis level of cells was analyzed with a flow cytometer (BD, Aria II).

For determination of cell viability, 5,000 MIN6 cells per well were seeded in a 96­well plate and subjected to specific treatments. Cell viability was determined with a Cell Counting Kit-8 (CCK-8; Mei5bio, MF128) according to the manufacturer’s instructions.

### H&E staining and immunofluorescence analyses

Paraffin-embedded tissues were sectioned at 5 μm thickness. Paraffin sections with the largest tissue surface area were used. Sections were dewaxed and rehydrated.

For H&E staining, sections were stained with hematoxylin and eosin successively. Whole images from pancreas slices were captured with the Automated Quantitative Pathology Imaging System (Vectra Polaris). Areas of islets, exocrine tissues, other tissues, and image background were quantified with the inForm Software (Vectra Polaris).

For immunofluorescence (IF) staining, BrdU (Beyotime, ST1056) was *i.p.* injected at 1 mg per mouse for five continuous days before mouse sacrifice. After antigen retrieval and blocking, appropriate primary antibodies were incubated overnight at 4 °C, followed by incubation with FITC/TRITC conjugated secondary antibodies (ZSbio). Dilution ratio of primary antibodies used: anti-insulin (1:200; Abcam, ab181547), anti-cleaved caspase-3 (CC3, 1:50; CST, 9661S), and anti-BrdU (1:200; Abcam, ab6326). Secondary antibodies were applied for 1 h at room temperature, and nuclei were counterstained with DAPI. Imaging was performed with Nikon A1 laser scanning confocal microscope and NIS-Elements Software (Nikon) and analyzed with inForm Software (Vectra Polaris) and Image-ProPlus Software.

### Transmission electron microscopy

Cell pellets were fixed with glutaraldehyde followed by en bloc fixation with 2% (vol/vol) uranyl acetate, fixed in osmium tetroxide, dehydrated by alcohol gradient, and then infiltrated with Spurr’s resin. Transmission electron micrographs of these samples were acquired with an HT7800 instrument (HITACHI Japan). For quantitation of caveolae, only distinctly flask-shaped, noncoated vesicles (50–100 nm in diameter) found on the plasma membranes were scored as caveolae. Total caveolae counts were normalized to the unit length of the plasma membrane (10 μm) and measured using Image J software.

### RNA sequencing and data analysis

A total of 6 liver samples from mice treated with saline or rMSA for 9 weeks were randomly selected to explore the chronic effects of rMSA on the hepatic gene expression profile. AML12 hepatocytes were washed twice with warm PBS and starved in serum-free DMEM overnight. The AML12 hepatocytes were respectively treated with vehicle, insulin (10 nM), rMSA (600 μM), or insulin + rMSA for 24 h. The mirVana RNA Isolation Kit was used to isolate total hepatic RNAs (Life Technologies). For the construction of the cDNA library, RNA samples having a RNA integrity number greater than 8.5 were employed, and rRNA was depleted. A BGISEQ 500 platform was used to do the mRNA sequencing (BGI, Hong Kong). Differentially expressed genes (DEGs) were determined with the R package “DESeq2” (v 1.18.0). With an absolute log_2_ fold change (shrunken) ≥ 1 and a Benjamini–Hochberg adjusted *p* < 0.05, a gene was considered as differentially expressed. The Dr. Tom web tool (https://biosys.bgi.com/) was used to visualize the DEGs and enriched pathways. Gene set enrichment analysis (GSEA) was performed to identify significantly enriched pathways in the KEGG databases using the Dr. Tom web tool.

### Mass spectrometry analysis

Proteomic analysis was performed as described in the previous work [24]. Briefly, an equal weight of the pancreas or livers from each mouse was homogenized in an 8 M urea containing protease and phosphatase inhibitor cocktail (Beyotime, P1048). The mixture was centrifuged, and the concentration of protein was determined in the supernatant. Two hundred micrograms of proteins were desalinized and digested with trypsin. Each sample was labeled with a unique tandem mass tag (TMT) (ThermoFisher, 90110) and subjected to LC–MS/MS analyses respectively. Differentially expressed proteins were determined with the R package “limma” (v 3.42.2). With an absolute log_2_ fold change ≥ 1 and an adjusted *p* < 0.05, a protein was considered as differentially expressed. For gene set enrichment analysis (GSEA), GSEA Software v4.3.2 was used according to the mouse hallmark (MH) gene set that was obtained from MSigDB mouse collections [25, 26].

For lipidomics analysis, MIN6 cells in 6 cm dishes of 80% confluence were treated with 0/0.2 mM PA and 0/300 μM rMSA for 16 h. Cells were harvested, counted, and lysed with 300 μL methanol. Lipids were extracted by adding 600 μL dichloromethane to the mixture and thorough vortex. The organic phase was placed under a nitrogen blower at room temperature until the solvent volatilized, and then redissolved by an equal number of cells. LC–MS/MS was performed as previously described [27, 28].

For the Flux method, AML12 hepatocytes in 6 cm dishes were treated with 0/10 nM insulin and 0/600 μM rMSA for 6 h. After the treatments, AML12 hepatocytes were lysed with 3 ml 80% methanol. The lysate was centrifuged at 12,000×*g* at 4 °C for 20 min. The supernatant was spin-dried and dissolved for LC–MS/MS analyses.

### Glucose uptake assay

AML12 hepatocytes were washed twice with warm PBS and starved in serum-free DMEM (without glucose) overnight. After the pretreatment with vehicle or inhibitors for 30 min, indicated concentrations of rMSA with or without insulin were added. After the treatment, all culture medium was removed from each well and the glucose uptake was detected using a Cell Meter™ 2-NBDG Glucose Uptake Assay Kit (AAT Bioquest, 23500) following the manufacturer’s instruction.

### Fatty acid uptake analysis

To examine the effects of rMSA on fatty acid (FA) uptake using flow cytometry, MIN6 cells cultured in 6-well plates of 80% confluence were treated for 30 min at 37 °C with serum-free RPMI-1640 medium containing rMSA of specific concentrations and 15 μM BODIPY™ FL-C12 to simulate the uptake and metabolism of PA [29].

For FA uptake rate assessments, MIN6 cells were incubated with serum-free RPMI-1640 medium containing 0.2 mM PA and rMSA of specific concentrations. Media at 0, 0.5, 1, 2, 4, 8, 12, and 24 h time points were collected to determine the concentration of FA using an FFA Quantitative Detection Kit (Boxbio, AKFA008M) following the manufacturer’s instruction.

### Western blot analysis

Cells subjected to specific treatments were harvested and lysed in lysis buffer for western blot (Beyotime, P0013) containing protease inhibitor cocktail and phosphatase inhibitor cocktail (Beyotime, P1048). Protein extracts were resolved on an SDS-PAGE gel and transferred to a PVDF membrane. Membranes were incubated overnight at 4 °C with appropriate primary antibodies. Dilution ratio of primary antibodies used: anti-p-AKT (1:1000; CST, 4058S), anti-AKT (1:1000; CST, 9272S), anti-p-GSK3β (1:1000; Proteintech, 67558-1-Ig), anti-GSK3β (1:1000; Proteintech, 22104-1-AP), anti-p-FOXO1/FOXO3a (1:1000; Beyotime, AF605), anti-FOXO1 (1:1000; Beyotime, AF603), anti-β-actin (1:1000; ZSbio, TA-09), anti-p-IGF-1Rβ/IRβ (1:1000; CST, 3024T), anti-IGF-1Rβ (1:1000; CST, 9750T), anti-p-SRC (1:1000; CST, 6943S), anti-SRC (1:1000; CST, 2109S), anti-p-EGFR (1:1000; CST, 2234S), anti-EGFR (1:1000; CST, 4267S), anti-CAV1 (1:1000; CST, 3267S), anti-CC3 (1:1000; CST, 9661S), anti-CHOP (1:1000; Proteintech, 15204-1-AP), anti-p-PERK (1:1000; CST, 3179S), anti-PERK (1:1000; CST, 3192S), anti-β-Tubulin (1:2000; ZSbio, TA-10). Detection of proteins was carried out with a CCD scanner (Tanon, 4600SF) by incubations with horseradish peroxidase (HRP) conjugated secondary antibodies (CST) followed by enhanced chemiluminescence detection reagents (ThermoFisher, 34095).

### Phospho-antibody array analysis

For comparison of the activation and expression of phosphoproteins by rMSA treatment, AML12 hepatocytes were treated with or without rMSA (600 μM) for 24 h. Then, the samples were treated with cell lysis buffer (Full Moon BioSystems, USA). Next, phosphatase inhibitor and protease inhibitor were added to each sample at a volume ratio of 1:50, and each sample was treated with a tube of Full Moon cell lysis beads. After the above steps, the proteins of the samples were extracted, and then, Phospho Explorer Antibody Array (Full Moon BioSystems, USA) was used to react with the protein according to the standard procedures provided by Full Moon. The array contained 1318 antibodies, and each of them had 2 replicates. Wayen Biotechnologies (Shanghai) performed the experiment and analyzed the data. The extent of protein phosphorylation was calculated by the following equation:

$$ {\text{phosphorylation}}\;{\text{ratio}} = {\text{phosphorylated}}\;{\text{value}}/{\text{unphosphorylated}}\;{\text{value}}. $$

### Co-immunoprecipitation

Co-immunoprecipitation was performed using the Immunoprecipitation Kit with Protein A+G Magnetic Beads (Beyotime, P2179S) following the manufacturer’s instruction. The pre-cleared cell lysate was incubated with CAV1 antibody (1:200; CST, 3267S) immobilized on magnetic beads overnight at 4 °C, after which the beads were washed extensively with lysis buffer, eluted, and solubilized in SDS sample loading buffer.

### Glycolysis stress tests

Five thousand AML-12 hepatocytes were seeded on a Seahorse 96-well tissue culture plate (Agilent Technologies). The plate was stood for 30 min for the cells to settle before placing it in the incubator overnight. The adhered cells were treated with or without 600 μM for 6 h before Seahorse analysis. The cells were switched to serum-free Seahorse media before the assay according to the manufacturer’s instructions. For cells subjected to Seahorse XF Glycolysis Stress Test Kit (103020-100, Agilent Technologies), glucose (20 mM), oligomycin (2 mM), and 2-DG (50 mM) were injected sequentially. At the beginning of the assay, the medium was changed to unbuffered, glucose-free DMEM (Sigma-Aldrich Cat D5030, pH 7.35 at 37 °C) supplemented with 2 mM glutamine.

### Statistical analysis

Unless otherwise stated, data are presented as mean ± s.e.m. Data are derived from experiments repeated at least three times unless stated otherwise. Animal studies were performed with the blinding of the experiment operator. If not mentioned otherwise in the figure legend, statistical significance is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Statistical analysis was carried out using unpaired, two­tailed t­test or two­way ANOVA unless otherwise noted. GraphPad Prism 8 and R 4.2.2 were used for statistical analysis.

## Results

### Therapeutic administration of rMSA improves T2DM in mice

To verify the clinical observation of reduced serum albumin levels in T2DM patients [14, 15], *db*/*db* mice and WT mice were respectively treated with young and undamaged rMSA or saline to compare serum albumin and total protein levels after treatments. The young and undamaged rMSA used in this study was the same as that in our previous study, and the long-time administration of the rMSA was found to be safe and to have the ability to extend the lifespan of aging mice [22]. We found that the level of serum albumin, total proteins, as well as the ratio of albumin over total proteins were significantly up-regulated in rMSA-treated *db*/*db* mice (Fig. 1A, Additional file 1: Fig. S1A, B). In line with our prior findings, rMSA treatment had no effect on serum albumin or total protein levels in WT mice [22]. To investigate whether restoring the serum albumin level can improve the blood glucose homeostasis, *db*/*db* mice were injected with rMSA or saline. The results showed that the fasting blood glucose level (FBGL) was significantly reduced in rMSA-treated *db*/*db* mice (Fig. 1B) and neither rMSA nor saline affected the FBGL of the WT mice (Fig. 1B). Furthermore, we found that the rMSA-treated *db*/*db* mice had better intraperitoneal glucose tolerance tests (IPGTT) performance (Fig. 1C). Since the incretin effect triggered by oral glucose can significantly enhance glucose-mediated insulin release [30], we also performed oral glucose tolerance tests (OGTT) in *db*/*db* mice and found that rMSA significantly improved the OGTT of *db*/*db* mice (Fig. 1D). At the same time, in vivo glucose stimulated insulin secretion (GSIS) showed that the islets of rMSA-treated *db*/*db* mice could better respond to glucose stimulation and secrete insulin (Fig. 1E).

**Fig. 1:**
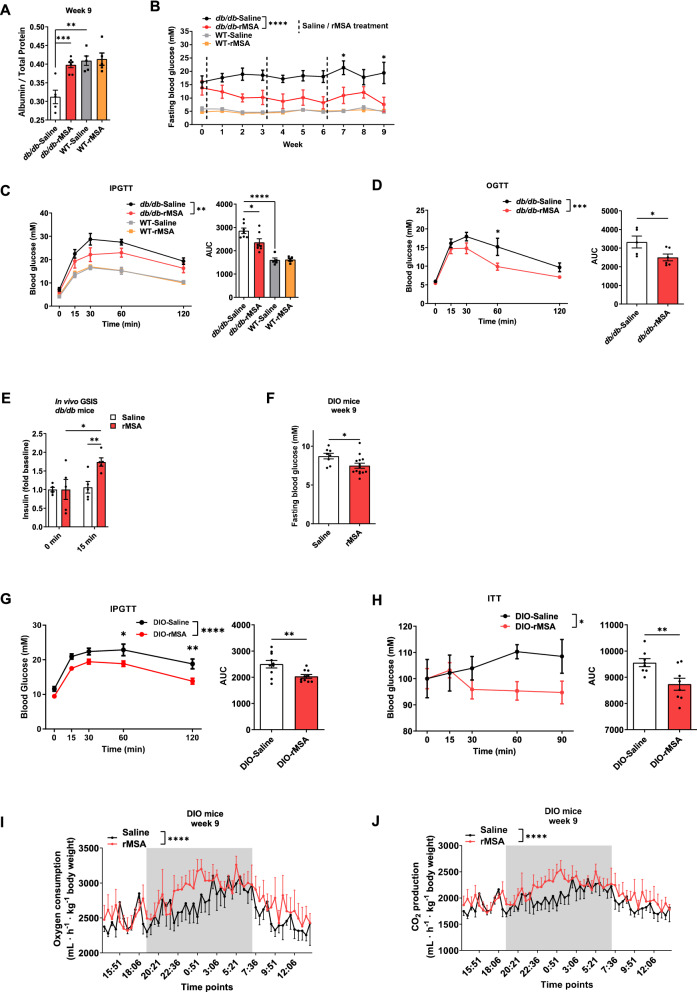
Therapeutic administration of rMSA improved glucose metabolism and insulin secretion in T2DM mice. **A** Serum albumin/total protein levels of *db*/*db* mice (n = 5–7 per group) and WT mice (n = 5 per group). The WT mice and *db*/*db* mice were treated with saline or rMSA for 9 weeks. **B** Fasting blood glucose levels at indicated time points of the WT mice (n = 5 per group) and hyperglycemic *db*/*db* mice (n = 6 per group) respectively treated with saline or rMSA for 9 weeks. **C** Intraperitoneal glucose tolerance test (IPGTT) and area under the curves (AUC) in the WT and *db*/*db* mice (n = 5–7 per group). The WT mice and *db*/*db* mice were treated with saline or rMSA for 6 weeks. **D** Oral glucose tolerance test (OGTT) and corresponding AUC in the *db*/*db* mice (n = 5 per group). The *db*/*db* mice were treated with saline or rMSA for 6 weeks. **E** Glucose-stimulated insulin secretion (GSIS) assay in the *db*/*db* mice treated with saline or rMSA for 6 weeks at 0 or 15 min (n = 5 per group). **F** Fasting blood glucose levels of DIO mice (n = 8–14 per group). The DIO mice were treated with saline or rMSA for 9 weeks. **G** IPGTT and corresponding AUC in DIO mice (n = 10 per group). The DIO mice were treated with saline or rMSA for 9 weeks. **H** Insulin tolerance test (ITT) and corresponding AUC in DIO mice (n = 8 per group). The DIO mice were treated with saline or rMSA for 9 weeks. **I** Oxygen consumption of the DIO mice (n = 4 per group) treated with saline or rMSA for 9 weeks. The region marked in grey represents the nighttime. **J** CO2 production of DIO mice (n = 4 per group) treated with saline or rMSA for 9 weeks. The region marked in grey represents the nighttime. Data were analyzed by two-way ANOVA with repeated measures (**B**–**D** and **G**–**J**) and unpaired t-tests (**A** and **C**–**H**). Data are expressed as mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

To verify the above observations, diet-induced obesity (DIO) mice were employed for rMSA or saline treatment. We found that the level of serum albumin was significantly up-regulated in rMSA-treated DIO mice (Additional file 1: Fig. S1C). The rMSA-treated DIO mice had a significantly lower FBGL, a better IPGTT, and a better insulin tolerance tests (ITT) performance than the saline-treated DIO mice (Fig. 1F–H). In addition, we found that the rMSA treatments reduced the body weight of DIO mice and had no effect on the food intake (Additional file 1: Fig. S1D, E). The oxygen consumption and CO_2_ production of rMSA-treated mice were both increased (Fig. 1I, J), indicating that the overall metabolism level was higher. In summary, these data show that pharmacological administration of rMSA can alleviate T2DM in mice.

### rMSA prevents islet atrophy and β-cell apoptosis

Based on the above observations, we wondered whether the rMSA treatments improved the function of islet β-cells in T2DM mice. As we expected, besides the GSIS (Fig. 1E), the fed blood insulin level was found to be significantly improved in rMSA-treated *db*/*db* mice (Additional file 1: Fig. S2A). The quantitative proteomic analysis on the pancreas showed that the protein levels of insulin-1 and insulin-2 were up-regulated in the rMSA group (Additional file 1: Fig. S2B–D). Meanwhile, gene set enrichment analysis (GSEA) of the proteomic data showed that the gene set of PANCREAS_BETA_CELLS was significantly enriched in the rMSA group (Additional file 1: Fig. S2E), indicating the pancreas from rMSA-treated *db*/*db* mice had higher β-cell-related features. More importantly, histological observations showed that the size of islets from rMSA-treated *db*/*db* mice was significantly larger than that of the saline-treated mice (Fig. 2A, B), and the proportion of the islet area to the entire pancreatic section was significantly higher than that of the saline group (Fig. 2A, C). For WT mice, the rMSA treatments had no obvious effect on the islet size and proportion, although the islet compensation occurred in the rMSA-treated *db*/*db* mice (Fig. 2A–C). Since it was reported that islet β-cell compensation and apoptosis determines the size of islets at different stages of T2DM [31, 32], we hypothesized that in *db*/*db* mice the saline group had a higher degree of islet atrophy and the rMSA was unlikely to cause further islet β-cell proliferation. As expected, the TUNEL assay showed that the percentage of TUNEL^+^ β-cells in islets of the saline group was significantly higher than that in the rMSA group (Fig. 2D, E). Consistently, the number of CC3^+^ β-cells in saline-treated mice was also significantly higher than those in the rMSA group (Additional file 1: Fig. S3A, B). Regarding the compensatory proliferation, the percentage of BrdU^+^ β-cells analyzed by IF staining showed no significant difference in the two groups (Additional file 1: Fig. S3C, D). In sum, the saline group had a smaller islet size due to a higher degree of islet β-cell apoptosis.

**Fig. 2:**
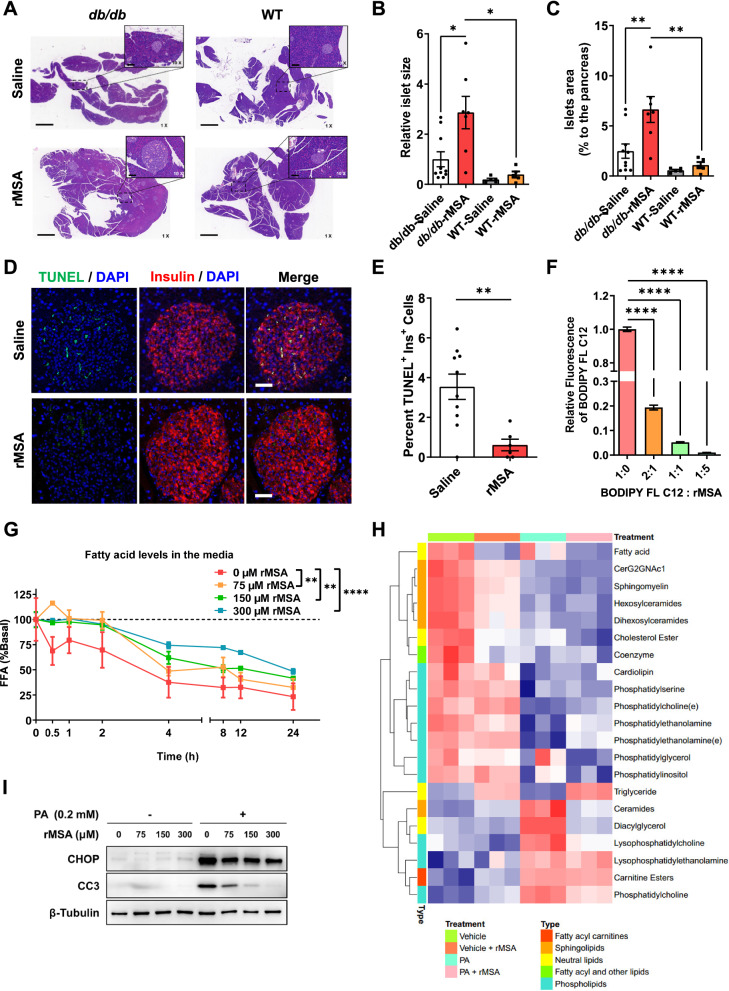
rMSA prevented islet atrophy and β-cell apoptosis by reducing FFA uptake. **A**–**C** Representative images of H&E staining of pancreatic slices from the *db/db* mice (n = 7–10 per group) and WT mice (n = 5 per group) respectively treated with saline or rMSA for 9 weeks (**A**). Dotted boxes indicate the location of the islets, with the corresponding ×10 zoom in the upper right corner of each ×1 image. Scale bars in the ×1 images represent 1 mm, and those in the ×10 images represent 100 μm. The relative size (**B**) and proportion of islets to the pancreas (**C**) were calculated respectively. **D** Representative images of IF staining for insulin and TUNEL assays in pancreases of the *db*/*db* mice treated with saline (n = 10) or rMSA (n = 6) for 9 weeks. Insulin staining is shown in red; DAPI-stained nuclei are shown in blue; TUNEL is shown in green. Scale bars represent 50 μm. **E** The percentage of TUNEL and insulin double-positive cells to all insulin-positive cells in the islets of the *db*/*db* mice treated with saline or rMSA for 9 weeks, corresponding to the representative images (**D**). **F** Flow cytometry analysis showing the relative fluorescent intensity in MIN6 cells under the indicated molar ratios of BODIPY™ FL C12 to rMSA (n = 3 per group). **G** FFA uptake assays showed the effects of rMSA at different concentrations (n = 3 per group) on FFA uptake rate, which was represented as the concentration of FFA in the medium at different time points. The basal concentration of FFA under each treatment was 0.2 mM. **H** Heat map showing the PA (0 or 0.2 mM) and rMSA (0 or 300 μM) treatments for 16 h on the intracellular lipidome of MIN6 cells (n = 3 per group). **I** Western blot showing the protein levels of CC3 and CHOP in the MIN6 cells treated with vehicle or PA (0.2 mM) with rMSA at indicated concentrations. β-Tubulin was used as the internal reference. Data were analyzed by two-way ANOVA with repeated measures (**G**) and unpaired t-tests (**B**, **C**, **E**, and **F**). Data are expressed as mean ± s.e.m. *p < 0.05, **p < 0.01, ****p < 0.0001

It was reported that lipotoxicity mediated by FFA over-uptake can cause apoptosis in islet β-cells [8]. GSEA of the proteomics data from the pancreas of the *db*/*db* mice showed that the gene set of FATTY_ACID_METABOLISM was significantly enriched in the saline-treated mice (Additional file 1: Fig. S2E, F), which suggested that the saline-treated mice had higher protein levels of these genes to metabolize the fatty acid over-uptaken. Furthermore, we investigated protein levels associated with fatty acid catabolism (GO: 0009062). It was found that 14 proteins had lower levels in the pancreas of the rMSA-treated mice (Additional file 1: Fig. S2G). Although rMSA injection did not influence FFA levels in the serum (Additional file 1: Fig. S4A), and there is no clear report about the link between β-cell apoptosis and the FFA/albumin molar ratios. We thus hypothesized that the β-cell protection by rMSA was reducing lipid uptake by islet β-cells through decreasing the FFA/albumin molar ratio, which was exactly what we found here (Additional file 1: Fig. S4B). Hence, we determined the uptake of BODIPY™ FL C12 fluorescent probe (to mimic PA) by MIN6 cells under different molar ratios. The results showed that with the decrease of the molar ratio, the uptake of fluorescent probes by MIN6 cells decreased (Fig. 2F, Additional file 1: Fig. S4C). Furthermore, FFA uptake assays showed that, when there was no rMSA, the concentration of FFA decreased significantly within 30 min, and decreased to about 25% of the basal concentration in the medium within 24 h (Fig. 2G). In the presence of rMSA, FFA concentrations in the media began to decrease after 2 h. When there was 300 μM rMSA, FFA concentration decreased to 50% within 24 h (Fig. 2G). These findings demonstrated that rMSA could significantly slow down the uptake of FFA by MIN6 cells dose-dependently.

Accumulated ceramide caused by FFA over-uptake is an important substance in lipotoxic-mediated ER stress of islet β-cells that can lead to cell apoptosis [9]. The lipidomic analysis showed that, without rMSA, PA treatments led to an obvious elevation of ceramide level, which was reversed when rMSA was added to the system (Fig. 2H, Additional file 1: Fig. S4D). To verify the effects of the changes in lipidome on ER stress and apoptosis, CHOP and CC3 levels were thus measured after PA and rMSA treatments for 16 h, which showed that PA treatments increased levels of CHOP and CC3, whereas rMSA reversed these effects dose-dependently (Fig. 2I). Furthermore, the relative viability of MIN6 cells treated with PA and rMSA for 16 h was determined, which showed that PA treatments could significantly impair the cell viability; with the increase of rMSA concentration, the impairment was alleviated (Additional file 1: Fig. S5A). Similarly, apoptosis assays showed that PA treatments for 16 h significantly induced apoptosis and increased caspase-3 activity of MIN6 cells (Additional file 1: Fig. S5B–H). With the increase in rMSA concentration, the number of apoptotic and caspase-3 activated cells decreased significantly (Additional file 1: Fig. S5B–H). It is consistent with the hypothesis that rMSA alleviates ER stress and apoptosis in islet β-cells by reducing lipid uptake and relieving ceramide accumulation. Therefore, a series of inhibitors targeting key nodes in these processes were used to verify the role of these processes in lipotoxicity-induced islet β-cell apoptosis. Firstly, sulfo-*N*-succinimidyl oleate sodium (SSO), an effective inhibitor of fatty acid transporter CD36 [33], was found to reduce the levels of CC3 and CHOP induced by PA (Additional file 1: Fig. S6A). Secondly, fumonisin B1 was used to block ceramide de novo synthesis [34] and was observed to reduce the phosphorylation of PERK and the level of CC3 in PA-treated MIN6 cells (Additional file 1: Fig. S6B). Thirdly, the phosphorylation of PERK, another key node of ER stress besides CHOP, was thought to be engaged in PA-induced MIN6 apoptosis. It was found that the PERK antagonist GSK2656157 reduced levels of p-PERK, CHOP, and CC3 (Additional file 1: Fig. S6B). Correspondingly, compared with PA, the PERK agonist CCT020312 increased levels of p-PERK, CHOP, and CC3, but rMSA failed to reduce this effect (Additional file 1: Fig. S6C). In addition, although it was found that rMSA could be highly internalized by MIN6 cells as analyzed by flow cytometry (Additional file 1: Fig. S6D), it is not clear whether the anti-apoptosis function of rMSA depends on direct contact with islet β-cells. To answer this question, MIN6 cells were exposed to PA and co-incubated with the immobilized rMSA without direct contact with the cells for 16 h. The results showed that both the immobilized rMSA and free-rMSA could reduce the PA-induced CC3 level (Additional file 1: Fig. S6E). Taken together, we demonstrated that the PA over-uptake induces ceramide accumulation and then induced ER stress and apoptosis in islet β-cells, which can be dose-dependently reversed by rMSA without direct contact with the cells.

### rMSA increases glycolysis in hepatocytes

The above mechanism of rMSA protecting islet β-cells from lipotoxicity-induced apoptosis can be explained by the classical function of albumin, namely the transport and regulation of fatty acid uptake. Meanwhile, we found that rMSA has a novel function on the liver for T2DM improvement. 

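Liver RNA came from 6 *db*/*db* mice, which lack a working leptin receptor and become obese and diabetic. For 9 weeks, 3 of the mice had 3 intravenous injections of recombinant mouse serum albumin (rMSA) at 1.5 mg per g, given 3 weeks apart, and 3 had saline. According to the methods, ribosomal RNA was depleted before BGISEQ sequencing, and the sample labels also describe a purification of mRNA with oligo(dT) beads. The authors deposited TPM values (each gene's share of the transcripts, scaled to the same total in every library) for 16533 genes. TPM keeps no read counts, so the depth of each liver library is unknown and no counting interval is given. Differences were tested for the 11398 genes with a mean of at least 1 TPM, using limma with a mean-variance trend on log2(TPM + 1) and Benjamini-Hochberg adjustment. On this scale a log2 fold change understates the change of a gene near or below 1 TPM. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, and a member of a gene list is said to have risen or fallen at an adjusted p under 0.05. Gene lists were compared with all other tested genes by camera at a preset correlation of 0.01. The first principal component held 72.0% of the variance and parted the saline livers from the rMSA livers. Genes of ribosomal proteins took 2.93% to 3.02% of the TPM in saline livers and 3.50% to 4.19% in rMSA livers. The median TPM of the tested genes was 9.79 to 11.4 in saline livers and 11.2 to 13.1 in rMSA livers.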

Since the liver is an essential organ of glucose metabolism [35], we isolated and subjected the liver samples from *db*/*db* mice treated with saline or rMSA to transcriptomic and proteomic analyses. 

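Livers of rMSA-treated *db*/*db* mice had more mRNA of glycolysis and fatty acid synthesis enzymes than livers of saline-treated mice, and less of several gluconeogenic enzymes. Pklr, the liver pyruvate kinase, rose from 83.7 ± 35.9 TPM with saline to 991 ± 107 TPM with rMSA (SD, n = 3 mice each), a log2 fold change of 3.63 (SE 0.26, limma adjusted p = 4.96e-05). Fasn, the fatty acid synthase, rose from 31.7 ± 11.2 to 522 ± 111 TPM (SD, n = 3 each). Pck1, which makes phosphoenolpyruvate for gluconeogenesis, fell from 4574 ± 204 to 977 ± 207 TPM (SD, n = 3 each). Their log2 fold changes were 4.03 (SE 0.25, limma adjusted p = 2.76e-05) and -2.25 (SE 0.16, limma adjusted p = 4.59e-05). On GRCm38, Pklr (gene 18770) lies on chromosome 3 from 89136122 to 89146815. Fasn (gene 14104) lies on chromosome 11 from 120805958 to 120825166 and Pck1 (gene 18534) on chromosome 2 from 173153073 to 173159274. Of 29 tested genes of glycolysis, 17 rose, 2 fell and 10 did not pass the test (17 and 3 adjusted over the list alone). The list was higher than other genes in camera (adjusted p = 0.00443, and adjusted p = 0.368 with an estimated correlation). Besides Pklr, Gpi1 (glucose-6-phosphate isomerase), Eno1 (enolase) and Slc2a2 (the glucose transporter GLUT2) had log2 fold changes of 1.84, 1.31 and 1.77. Their limma adjusted p were 4.51e-05, 2.20e-04 and 6.33e-05. Of 23 tested genes of fatty acid synthesis, 18 rose and 1 fell (18 and 1 adjusted over the list alone). In camera the list was higher than other genes (adjusted p = 3.51e-09, and adjusted p = 0.172 with an estimated correlation). The desaturase gene Scd1 rose from 734 ± 291 to 13082 ± 1386 TPM (SD, n = 3 each), a log2 fold change of 4.23, and the elongase genes Elovl6 and Elovl5 had log2 fold changes of 4.11 and 2.98. Their limma adjusted p were 2.86e-05, 2.56e-05 and 9.82e-06. Glucose-responsive targets of the transcription factor ChREBP, a list that shares Pklr and Fasn with the lists above, rose in 16 of 19 cases and fell in 0 (17 and 0 adjusted over the list alone). In camera the list was higher than other genes (adjusted p = 3.51e-09, and adjusted p = 0.176 with an estimated correlation). Of 16 tested genes of gluconeogenesis, 3 rose and 7 fell (4 and 7 adjusted over the list alone). In camera the list was lower than other genes (adjusted p = 0.0232, and adjusted p = 0.368 with an estimated correlation). Those that fell include Tat, Got1 and Gpt, aminotransferases that break down amino acids, and the last 2 had log2 fold changes of -3.74 and -1.04 (limma adjusted p of 1.70e-05 and 2.67e-04). The call of the gluconeogenesis list was lost without saline replicate 3 (adjusted p = 0.0927) or rMSA replicate 3 (0.0503), with quantile normalization (0.175), array weights (0.0698), a minimum of 5 TPM (0.0676) or rescaling without the 50 highest genes (0.260).

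Among all 11398 tested genes, limma called 981, of which 677 were higher and 304 lower in rMSA livers. The TPM of 5202 genes (45.6%) did not overlap between the groups, where chance gives 10%. The largest rises were those of Cidea (log2 fold change 7.24), Ly6d (5.78), Cidec (5.22), Fabp1 (4.99), Serpina12 (4.76), Rad51b (4.46), 2010003K11Rik (4.45) and Aqp8 (4.43). Cidea and Cidec encode lipid droplet proteins, and Fabp1 encodes the liver fatty acid-binding protein, which rose from 317 ± 99.8 to 9795 ± 873 TPM (SD, n = 3 each, limma adjusted p = 5.40e-06). Among the largest falls were those of Sult2a2 (-7.25), Cyp3a41a (-5.63), A1bg (-5.61), Sult2a1 (-5.31), E030018B13Rik (-5.12), Cyp2c54 (-4.62) and Sult2a7 (-4.24). Sult2a1, Sult2a2 and Sult2a7 are sulfotransferases of steroids and bile acids in a family of similar genes, whose reads are hard to tell apart. Cyp3a41a and Cyp2c54 are cytochrome P450 enzymes. Centring each library on its median moved the median log2 fold change of all genes by -0.14 and the called genes to 517 higher and 414 lower. Quantile normalization moved them by -0.15 to 507 and 398. With 5 TPM added in place of 1, the log2 fold changes of Serpina12, Rad51b, Cyp3a41a, Sult2a1 and Sult2a7 were 2.78, 2.58, -3.58, -3.35 and -2.78. Sult2a1 then no longer passed (limma adjusted p = 0.0517).

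**Figure D1:**
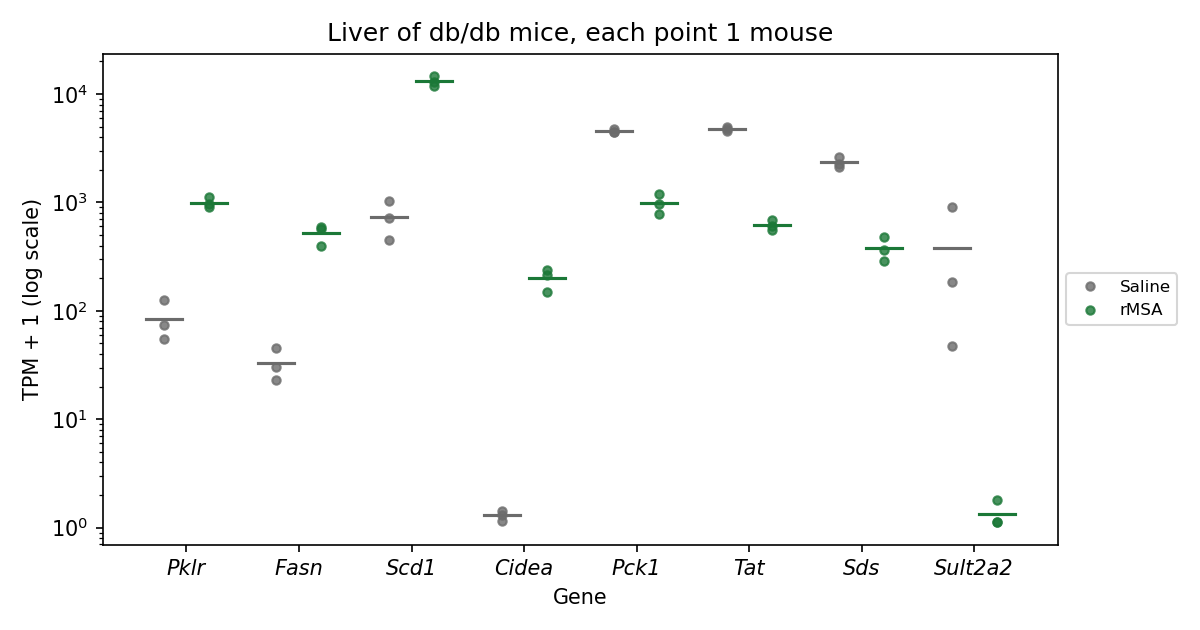
TPM + 1 of 8 genes (log axis) in the livers of *db*/*db* mice given saline or rMSA, with 1 point per mouse and a bar at the mean of 3 mice. Every rMSA liver lies above every saline liver for Pklr, Fasn, Scd1 and Cidea, and below every saline liver for Pck1, Tat, Sds and Sult2a2.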

Functional annotation and enrichment analysis of the differentially expressed genes (DEGs) showed that a variety of metabolic processes were up-regulated by rMSA treatments (Fig. 3A, Additional file 1: Fig. S7A). Proteomic analyses revealed that hexokinase 4 (HK4) and pyruvate kinase isozymes R/L (PKLR), which are the rate-limiting enzymes of glycolysis, were significantly up-regulated by rMSA treatments (Fig. 3B). Based on these findings, glycolysis stress tests on AML12 hepatocytes showed that extracellular acidification rates (ECAR) and oxygen consumption rates (OCR) were increased by rMSA treatments (Fig. 3C, Additional file 1: Fig. S7B), suggesting that the glycolysis was enhanced. Since insulin plays an essential role in the regulation of hepatic glucose metabolism [36], the [U-^13^C] glucose was used to assess labeled metabolites in vehicle-, insulin-, rMSA-, and insulin + rMSA-treated AML12 hepatocytes, respectively. It was observed that the rMSA treatments significantly increased the ratio of isotope-labeled glycolytic products (Fig. 3D). Similarly, the relative content of glycolytic products and intermediates also increased (Additional file 1: Fig. S7C). Taken together, the treatments of rMSA in AML12 hepatocytes increased the incorporation of glucose into glycolysis and promoted glycolysis.

**Fig. 3:**
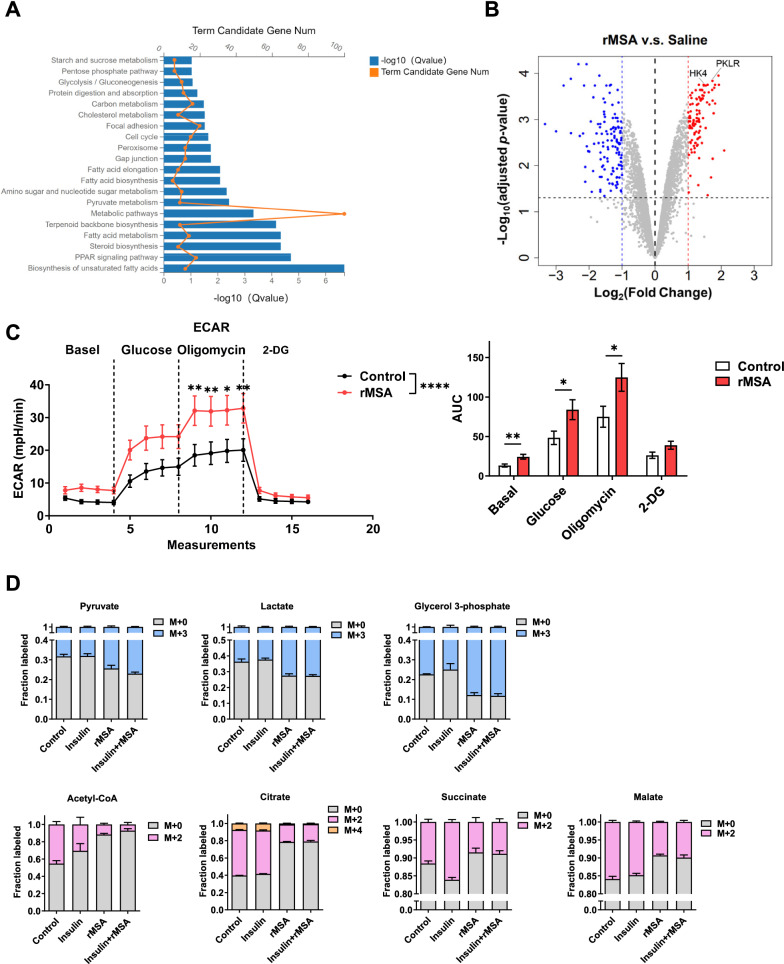
rMSA increased glycolysis and upregulated glycolysis-related proteins in hepatocytes. **A** Pathway enrichment analysis of upregulated genes in the livers of rMSA-treated *db*/*db* mice compared with saline-treated *db*/*db* mice for 9 weeks (n = 3 per group). **B** Volcanic map showing the protein levels identified by quantitative mass spectrometry in the livers of *db*/*db* mice (n = 3 per group) treated with saline or rMSA for 9 weeks. The blue and red dots on the outside of the blue and red vertical dashed lines respectively show proteins with down-regulation and up-regulation by 2 times with an adjusted *p* < 0.05 (above the gray horizontal dashed line) in the rMSA group compared with the saline control. The two remarkably up-regulated proteins (HK4 and PKLR) are marked. **C** Metabolic profile on AML12 hepatocytes (n = 11 per group) with or without rMSA (600 μM) treatments for 6 h as measured by Seahorse glycolytic stress assay. The corresponding AUC of each treatment is shown. **D** Isotope tracing of [U-13C]-glucose metabolism in AML12 hepatocytes (n = 3 per group) treated with vehicle, insulin (10 nM, 6 h), rMSA (600 μM, 6 h), and insulin (10 nM, 6 h) + rMSA (600 μM, 6 h). Data were analyzed by two-way ANOVA with repeated measures (**C**) and unpaired t-tests (**C**). Data are expressed as mean ± s.e.m. *p < 0.05, **p < 0.01, ****p < 0.0001

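Most enzymes of cholesterol synthesis and of unsaturated fatty acid synthesis rose in rMSA livers, and many collagen, tubulin, fatty acid oxidation and peroxisome genes rose as well. Of 27 tested genes of cholesterol synthesis, 23 rose and 0 fell (23 and 1 adjusted over the list alone). The list was higher than other genes in camera (adjusted p = 8.14e-11, and adjusted p = 0.172 with an estimated correlation). Fdps, the farnesyl diphosphate synthase on chromosome 3 from 89093588 to 89101967, rose from 36.6 ± 4.28 to 609 ± 91.2 TPM (SD, n = 3 mice each), a log2 fold change of 4.01 (SE 0.14, limma adjusted p = 2.01e-06). Mvd, the mevalonate diphosphate decarboxylase, had a log2 fold change of 2.65 (limma adjusted p = 1.41e-05). For unsaturated fatty acid synthesis and elongation, 21 of 30 tested genes rose and 1 fell (23 and 1 adjusted over the list alone). Camera placed this list higher too (adjusted p = 1.68e-07, and adjusted p = 0.147 with an estimated correlation). PPAR signaling targets and receptors rose in 30 and fell in 6 of 66 tested cases (35 and 9 adjusted over the list alone). The PPAR list had camera adjusted p = 0.00976, and adjusted p = 0.378 with an estimated correlation. Acaa1b, a peroxisomal thiolase, rose from 267 ± 55.1 to 2334 ± 253 TPM (SD, n = 3 each, log2 fold change 3.14, limma adjusted p = 1.17e-05). The PPAR alpha target Cyp4a10 fell from 636 ± 27.0 to 289.8 ± 16.1 TPM (SD, n = 3 each, log2 fold change -1.13, limma adjusted p = 9.13e-05). Fatty acid oxidation and ketogenesis genes rose in 18 and fell in 3 of 32 cases (21 and 3 adjusted over the list alone). Camera gave this list adjusted p = 9.52e-04, and adjusted p = 0.368 with an estimated correlation. They include Bdh1, an enzyme of ketone body metabolism, and Decr1, an enzyme of unsaturated fatty acid oxidation, with log2 fold changes of 1.96 and 1.16 (limma adjusted p of 5.79e-05 and 1.11e-04). Peroxisome genes rose in 28 and fell in 4 of 55 cases (34 and 5 adjusted over the list alone). For the peroxisome, camera gave adjusted p = 0.00594, and adjusted p = 0.384 with an estimated correlation. Among collagen, focal adhesion and matrix genes, 31 of 49 rose and 3 fell (32 and 3 adjusted over the list alone). The matrix list had camera adjusted p = 1.45e-04, and adjusted p = 0.368 with an estimated correlation. The fibrillar collagen genes Col3a1 and Col1a1 had log2 fold changes of 2.25 and 1.91 and limma adjusted p of 5.93e-05 and 9.65e-05. Markers of stellate cells and fibroblasts, which share the collagens, rose in 9 of 16 cases and fell in 0 (10 and 0 adjusted over the list alone). Camera gave these markers adjusted p = 0.00191, and adjusted p = 0.384 with an estimated correlation. Tubulins and gap junction connexins rose in 7 and fell in 1 of 14 cases (7 and 1 adjusted over the list alone), and those that rose are tubulins. The tubulin and connexin list had camera adjusted p = 0.0200, and adjusted p = 0.452 with an estimated correlation. Tubb2a and Tuba1a had log2 fold changes of 3.71 and 1.37 (limma adjusted p of 7.02e-05 and 1.30e-04). Cell cycle genes rose in 14 and fell in 2 of 26 cases (15 and 2 adjusted over the list alone), with camera adjusted p = 0.00940, and adjusted p = 0.549 with an estimated correlation. At a minimum of 5 TPM the cell cycle list's direction in camera was reversed (adjusted p = 0.437). Ccnd1, which encodes cyclin D1, rose from 5.09 ± 1.40 to 49.4 ± 10.1 TPM (SD, n = 3 each, limma adjusted p = 4.27e-05). From the enrichment of up-regulated genes in Fig. 3A and from its proteomic data, the paper goes on to measure glycolysis in AML12 hepatocytes. From the increased acidification and oxygen consumption rates it proposes that glycolysis was enhanced. It then traced labeled glucose in these cells. From all of these experiments it concludes that rMSA promoted glycolysis there.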

### rMSA promotes the PI3K-AKT signaling via EGFR

Based on the observations of the promoted glycolysis by rMSA treatments, we wondered which intracellular signaling pathways were enhanced when hepatocytes were exposed to rMSA. The AML12 hepatocytes were respectively treated with vehicle, insulin, rMSA, or insulin + rMSA for 24 h and subjected to RNA-seq analyses. Both “rMSA vs. vehicle” and “rMSA + insulin vs. insulin” were compared, and 246 DEGs were selected (Additional file 1: Fig. S8A) to perform the pathway enrichment analysis. 

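AML12 cells are an immortalized line of mouse hepatocytes. After starvation in serum-free medium, they were kept for 24 h with vehicle, 10 nM insulin, 600 µM rMSA, or insulin and rMSA together. For each group 3 libraries were sequenced, 12 in all, as for the livers. The paper gives at least 3 repeats as the general rule for its experiments, but neither it nor the sample labels state whether the 3 libraries of a group came from separate cultures. The p-values therefore measure only the spread between samples, which can be technical. The deposited table holds TPM for 15579 genes, and the 10826 genes with a mean of at least 1 TPM were tested. All 12 AML12 libraries were fitted together, so that the groups share one estimate of the spread, and the test, adjustment and thresholds were those of the livers. The first principal component held 68.2% of the variance, and insulin library 2 lay farthest out on it (84.5). Next on its positive side were insulin library 1 (35.5) and rMSA + insulin library 2 (29.3). On its negative side, rMSA libraries 1 and 2 lay at -40.1 and -31.4, and insulin library 3 (-17.1) lay among the vehicle libraries. The table has 0 genes at 0 TPM in all 3 insulin libraries, against 612 with rMSA, 612 with both and 713 with vehicle, so genes without a value in the insulin libraries were not analysed here. Genes of ribosomal proteins took 31.3% and 33.5% of the TPM in insulin libraries 1 and 2, against 25.0% in insulin library 3. The share was 24.9% to 26.1% with vehicle, 20.6% to 23.6% with rMSA and 22.6% to 25.6% with both. The median TPM of the tested genes was 14.6 and 11.2 in insulin libraries 1 and 2 and 16.2 to 22.6 in the others. The second component, with 21.2% of the variance, parted the 6 libraries with rMSA from the 6 without it.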

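With rMSA, AML12 hepatocytes had more mRNA of the acute phase protein SAA3, of neutrophil-attracting chemokines and of the growth factor G-CSF, both without and with insulin, and less of the interferon-induced genes Ifit3 and Ifit3b. Saa3 rose from 153 ± 12.7 TPM with vehicle to 2286 ± 251 TPM with rMSA, and from 327 ± 145 TPM with insulin to 4151 ± 140.3 TPM with both (SD, n = 3 libraries each). Its log2 fold changes were 3.89 (SE 0.25, limma adjusted p = 7.73e-06) and 3.76 (SE 0.25, limma adjusted p = 7.40e-06). Csf3, which encodes G-CSF, rose from 0.450 ± 0.0361 to 18.8 ± 2.36 TPM without insulin and from 0.483 ± 0.119 to 40.0 ± 1.58 TPM with it (SD, n = 3 each, limma adjusted p of 5.14e-08 and 3.05e-09). Ifit3b, an interferon-induced gene, fell from 29.6 ± 3.39 to 1.81 ± 0.650 TPM and from 14.9 ± 4.63 to 0.957 ± 0.263 TPM (SD, n = 3 each, limma adjusted p of 7.73e-06 and 1.47e-05). The list of interferon-stimulated genes as a whole was not called by camera (adjusted p = 0.847 without and 0.227 with insulin). Without insulin, 2 of its genes were higher and 3 lower. On GRCm38, Saa3 (gene 20210) lies on chromosome 7 from 46711998 to 46719615 and Csf3 (gene 12985) on chromosome 11 from 98700183 to 98703631. Ifit3b (gene 667370) lies on chromosome 19 from 34607530 to 34613403. In the list of acute phase and NF-kappaB response genes of hepatocytes, 15 of 34 tested genes rose and 0 fell with rMSA against vehicle (19 and 1 adjusted over the list alone). The list was higher in camera (adjusted p = 9.29e-10, and adjusted p = 0.975 with an estimated correlation). With insulin present, 17 rose and 0 fell (22 and 0 adjusted over the list alone; camera adjusted p = 1.33e-05, and adjusted p = 0.988 with an estimated correlation). In that comparison insulin libraries 1 and 2 stand apart from insulin library 3. Hp, the hemoglobin-binding acute phase protein haptoglobin, had log2 fold changes of 2.55 and 2.84 without and with insulin (limma adjusted p of 5.48e-06 and 1.70e-06). Those of Sod2, the mitochondrial superoxide dismutase, were 0.88 and 1.18 (limma adjusted p of 6.17e-05 and 5.97e-06). Other genes that rose in both comparisons were Cxcl5 (3.33 and 3.65), Sprr1a (2.96 and 3.71), Chil1 (3.11 and 3.49) and Cyp1a1 (3.07 and 3.04), the last a target of the aryl hydrocarbon receptor. Across these 4 genes the limma adjusted p lay between 9.13e-08 and 6.96e-04. Cxcl17 (-1.67 and -2.24), Foxj1 (-1.68 and -2.02), and the antitrypsin genes Serpina1b (-1.89 and -1.92) and Serpina1d (-1.75 and -2.09), fell in both comparisons. Their limma adjusted p lay between 2.07e-05 and 0.00148, and the antitrypsin genes are near copies of each other, whose reads are hard to tell apart. Agt, which encodes angiotensinogen, fell in both comparisons.

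For rMSA against vehicle, limma called 196 genes, 165 higher and 31 lower, and the groups of 39.6% of the tested genes did not overlap, where chance gives 10%. For rMSA + insulin against insulin, it called 292 genes, 248 higher and 44 lower, and 25.5% did not overlap. Of these, 161 genes were called in both comparisons, 139 higher in both, 22 lower in both and 0 in opposite directions. Independent lists would share 5.29, although here both comparisons come from 1 fit. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson r of 0.805. Centring on the median shifted all genes of the second comparison by -0.26 and gave 134 higher and 89 lower. Quantile normalization gave 149 and 83, and removing the trend with transcript length gave 157 and 71. Without insulin replicate 3 the second comparison had 700 higher genes, without insulin replicate 2 it had 73 lower genes. Without both insulin libraries 1 and 2 it had 183 higher and 280 lower genes, a setting chosen after the values were seen. With 5 TPM added in place of 1, the log2 fold changes of Csf3 were 2.12 and 3.04, and that of Ifit3b with insulin -1.72.

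**Figure D2:**
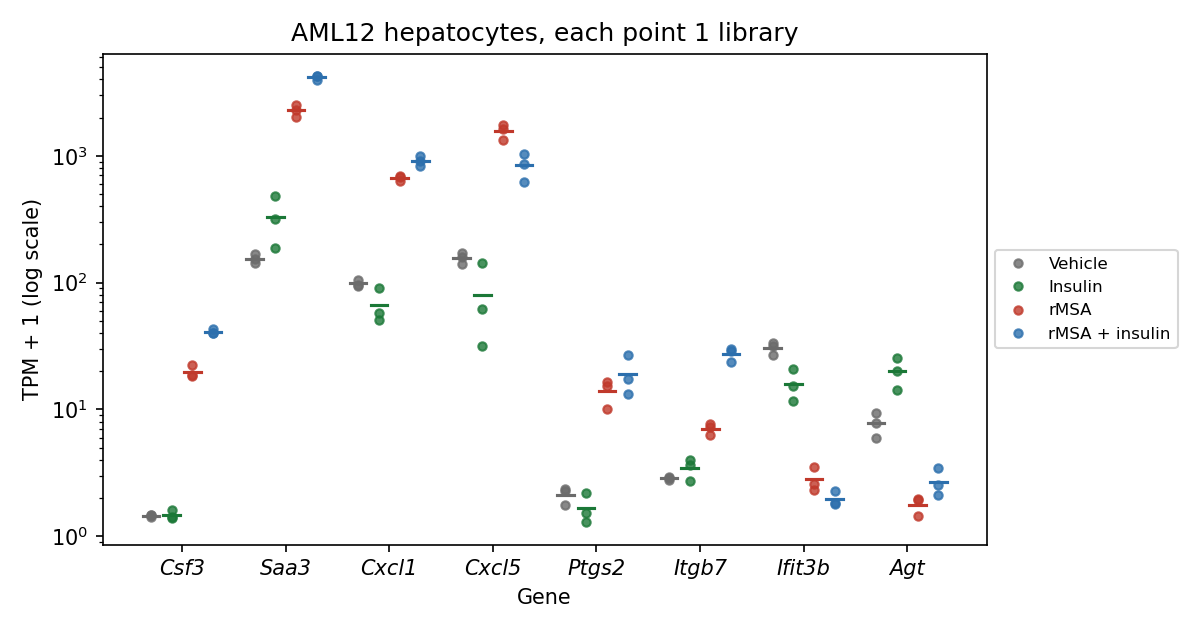
TPM + 1 of 8 genes (log axis) in AML12 hepatocytes kept with vehicle, insulin, rMSA, or rMSA + insulin, with 1 point per library and a bar at the mean of 3 libraries. Csf3, Saa3, Cxcl1, Cxcl5, Ptgs2 and Itgb7 lie higher with rMSA, and Ifit3b and Agt lower, both without and with insulin.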

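Chemokine and cytokine genes of the IL-17 and TNF pathways, and growth factor, integrin and receptor genes of the PI3K-AKT pathway, were among the 161 genes called in AML12 hepatocytes for rMSA both without and with insulin. Cxcl1, a chemokine that attracts neutrophils and lies on chromosome 5 from 90891245 to 90893121, rose from 97.9 ± 6.03 TPM with vehicle to 669 ± 28.8 TPM with rMSA (SD, n = 3 each). With insulin, it rose from 65.3 ± 21.0 to 915 ± 88.4 TPM (SD, n = 3 each). Its log2 fold changes were 2.76 (SE 0.17, limma adjusted p = 6.48e-06) and 3.83 (SE 0.17, limma adjusted p = 5.48e-07). Areg, which encodes the EGFR ligand amphiregulin and lies on chromosome 5 from 91139599 to 91148432, rose from 13.2 ± 1.28 to 29.7 ± 4.57 TPM without insulin and from 15.9 ± 3.82 to 78.3 ± 5.40 TPM with it (SD, n = 3 each, limma adjusted p of 0.00178 and 1.23e-05). The IL-17 list held 11 of the shared genes out of 61 tested members, against 0.907 expected (one-sided Fisher's exact test against all tested genes, adjusted p = 2.95e-08 over 24 pathway lists). These include Csf2, Csf3, Cxcl1, Cxcl2, Cxcl3, Cxcl5, Fosl1, Lcn2, Ptgs2 and S100a8. The chemokine gene Cxcl3 had log2 fold changes of 2.84 and 3.85 without and with insulin, Fosl1, which encodes the AP-1 protein FRA-1, of 2.18 and 3.57, and S100a8, a subunit of calprotectin, of 1.89 and 1.76. Their limma adjusted p were 2.23e-04 and 1.84e-05, 2.10e-05 and 5.48e-07, and 3.19e-05 and 3.10e-05. The TNF list held 8 of 83 tested members, against 1.23 expected (same exact test, adjusted p = 2.46e-04), among them Csf2, Cxcl1, Cxcl2, Cxcl3, Cxcl5, Fas and Ptgs2. Ptgs2, the cyclooxygenase of inflammation, rose from 1.13 ± 0.306 to 13.0 ± 3.44 TPM and, with insulin, from 0.680 ± 0.476 to 18.2 ± 7.10 TPM (SD, n = 3 each, limma adjusted p of 2.56e-04 and 2.85e-05). Fas, a death receptor, had log2 fold changes of 1.11 and 1.16 (limma adjusted p of 0.00108 and 5.66e-04). The PI3K-AKT list held 9 of 198 tested members, against 2.94 expected (same exact test, adjusted p = 0.0124): Areg, Csf1r, Csf3, Efna3, Ereg, Fn1, Itga2, Itgb7 and Spp1. For rMSA against vehicle, Ereg no longer passed in 14 alternatives (limma adjusted p up to 0.164, and 0.0653 with the replicate number as a block), Fn1 in 5 (up to 0.0871), Itga2 in 4 (up to 0.0703) and Spp1 in 1 (0.0500). For rMSA + insulin against insulin, Itga2 no longer passed in 5 alternatives (limma adjusted p up to 0.149), and Ereg, Fn1 and Spp1 with only the compared groups in the fit. Itgb7, an integrin subunit, rose from 1.86 ± 0.0656 to 6.06 ± 0.746 TPM and, with insulin, from 2.47 ± 0.678 to 26.5 ± 3.29 TPM (SD, n = 3 each, limma adjusted p of 6.55e-04 and 1.70e-06). Csf1r, a growth factor receptor, fell from 2.80 ± 0.166 to 0.377 ± 0.0351 TPM and from 2.40 ± 0.231 to 0.323 ± 0.0473 TPM (SD, n = 3 each, limma adjusted p of 5.48e-06 and 6.19e-06). Over all tested members, 21 rose and 3 fell in the PI3K-AKT list without insulin (24 and 3 adjusted over the list alone) and 41 and 7 with it (42 and 7 adjusted over the list alone). Camera did not call the PI3K-AKT list (adjusted p = 0.448 and 0.571). In the IL-17 list 14 rose and 2 fell without insulin (16 and 5 adjusted over the list alone), and 21 and 1 with it (25 and 1 adjusted over the list alone). Camera gave the IL-17 list an adjusted p of 0.0233 and 0.0166, and adjusted p = 0.975 and 0.988 with an estimated correlation. In the TNF list 17 rose and 1 fell without insulin (21 and 2 adjusted over the list alone), and 26 and 1 with it (32 and 1 adjusted over the list alone). Camera gave the TNF list an adjusted p of 0.0129 and 0.0166, and adjusted p = 0.975 and 0.988 with an estimated correlation. In the comparison with insulin, where insulin libraries 1 and 2 stand apart from insulin library 3, leaving both out gave a camera adjusted p of 0.134 for the TNF list. Array weights gave 0.0508 for the TNF list and 0.111 for the IL-17 list without insulin. The over-representation of PI3K-AKT genes was lost in the same exact test without vehicle replicate 1 (adjusted p = 0.0732), 2 (0.405) or 3 (0.426) and without insulin replicate 1 (0.0783). It was also lost without rMSA replicate 1 (0.158), 2 (0.159) or 3 (0.0770) or rMSA + insulin replicate 3 (0.0810), with 5 TPM added (0.145), and with only the compared groups in the fit (0.297).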

Results showed that these 246 DEGs were mainly enriched in TNF signaling pathway, IL-17 signaling pathway, and PI3K-AKT signaling pathway (Additional file 1: Fig. S8B). Certainly, the PI3K-AKT pathway has been reported to play a key role in regulating metabolism in response to growth factor activation [4]. To interrogate the impacts of rMSA on the PI3K-AKT signaling pathway in detail, the AML12 hepatocytes were treated with insulin, rMSA, or insulin together with rMSA, respectively, with or without PI3K inhibitors wortmannin, PI-103, or ZSTK474 as indicated. The data showed that insulin, rMSA, or insulin together with rMSA can all enhance the phosphorylation of AKT, which could be attenuated by PI3K inhibitors (Fig. 4A, Additional file 1: Fig. S8C). And the activation of GSK3β and FOXO1, which were reported to be related to glucose metabolism [4], could also be eliminated by wortmannin, suggesting that the metabolic changes of AML12 hepatocytes caused by rMSA treatment are regulated by the PI3K-AKT signaling (Fig. 4A). Consistently, we found that rMSA treatment increased the phosphorylation of AKT and FOXO1 in mouse primary hepatocytes (Fig. 4B). In addition, the phosphorylation levels of AKT and FOXO1 in the livers from rMSA-treated *db*/*db* mice were up-regulated (Fig. 4C). Notably, there was a strong synergistic effect between rMSA and insulin (Fig. 4A). Experiments on time course and concentration gradients showed that rMSA could significantly activate AKT and prolong the effect of insulin on AKT activation (Fig. 4D, E).

**Fig. 4:**
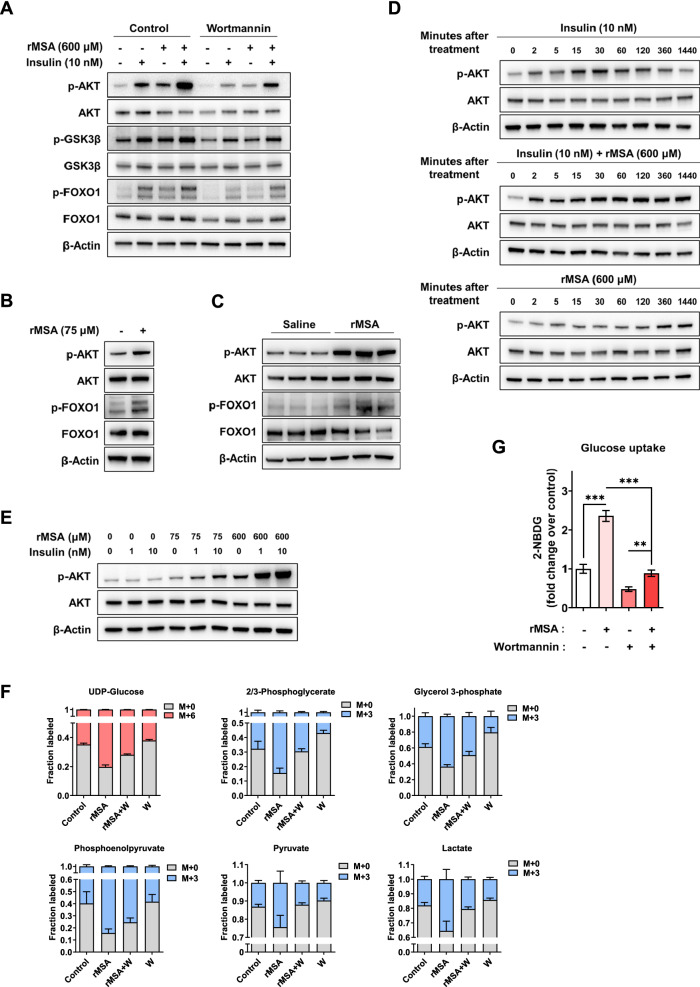
rMSA increased glycolysis and glucose uptake by upregulating the PI3K-AKT signaling in hepatocytes. **A** Western blot showing the protein and phosphorylation levels of AKT, GSK3β, and FOXO1 in the AML12 hepatocytes treated with vehicle or rMSA (600 μM), with or without insulin (10 nM) in the absence or presence of 1 μM PI3K inhibitors Wortmannin for 6 h. **B** Western blot showing the protein and phosphorylation levels of AKT and FOXO1 in the primary hepatocytes treated with vehicle or rMSA (75 μM) for 24 h. **C** Western blot showing the protein and phosphorylation levels of AKT and FOXO1 in the livers of db/db mice (n = 3 per group) treated with saline or rMSA for 9 weeks. **D** Western blot showing the protein and phosphorylation levels of AKT in the AML12 hepatocytes treated with vehicle or rMSA (600 μM), with or without insulin (10 nM) at different time points. **E** Western blot showing the protein and phosphorylation levels of AKT in the AML12 hepatocytes treated with vehicle or rMSA (75, 600 μM), with or without insulin (1, 10 nM) for 24 h. **F** Isotope tracing of [U-13C]-glucose metabolism in AML12 hepatocytes (n = 3 per group) treated with vehicle or rMSA (600 μM, 6 h) in the absence or presence of 1 μM Wortmannin (W). **G** 2-NBDG uptake in AML12 hepatocytes (n = 3 per group) treated with vehicle or rMSA (600 μM, 6 h) in the absence or presence of 1 μM Wortmannin. Data were analyzed by unpaired t-tests (**G**). Data are expressed as mean ± s.e.m. **p < 0.01, ***p < 0.001. β-Actin was used as the internal reference (**A**–**E**)

To demonstrate the role of PI3K-AKT signaling in rMSA-enhanced glycolysis, [U-^13^C] glucose was used to assess labeled metabolites in vehicle-, rMSA-, wortmannin (W)-, and rMSA + wortmannin (W)-treated AML12 hepatocytes, respectively. The increased proportion and relative content of glycolysis-related compounds caused by rMSA treatments were reversed by wortmannin (Fig. 4F, Additional file 1: Fig. S8D). Because of the high glycolysis flux yields in hepatocytes [37], labeling results were confirmed by glucose uptake measurements. As demonstrated by the complete blockade of rMSA-increased glucose uptake in the presence of Wortmannin in AML12 hepatocytes, PI3K-AKT was found to be required (Fig. 4G). Taken together, these results confirm that rMSA promotes the PI3K-AKT pathway activation to enhance glycolysis and glucose uptake in hepatocytes.

Because the rMSA-induced signaling pathway might resemble that of insulin, we were curious about whether rMSA directly engages in the insulin or insulin-like growth factor 1 receptors (IR and IGF-1R, respectively), or acutely sensitizes hepatocytes to insulin. To test these possibilities, we treated AML12 hepatocytes with insulin for 5 min in the presence or absence of rMSA, respectively. We observed that rMSA did not activate AKT, IR, or IGF-1R at 5 min, but there was an additional effect of the rMSA and insulin co-treatment over insulin alone on AKT, IR, and IGF-1R phosphorylation (Fig. 5A). In addition, experiments on time course showed that rMSA could enhance and prolong the effect of insulin on IGF-1R or IR activation (Fig. 5B). These results revealed that rMSA has a potentiation on insulin. To address whether the presence of intact insulin receptors is required for rMSA-induced AKT phosphorylation, the dual receptor tyrosine kinase inhibitor OSI-906 was used to specifically target IR and IGF-1R. As expected, insulin signaling was completely abolished in the presence of 1 μM OSI-906 but rMSA can still induce AKT phosphorylation (Additional file 1: Fig. S9A, B). Similarly, insulin-induced glucose uptake was significantly reduced with OSI-906, while rMSA-induced glucose uptake was not affected (Additional file 1: Fig. S9C). These results suggested that there is at least another parallel pathway, in addition to the insulin pathway, for rMSA to activate PI3K-AKT signaling.

**Fig. 5:**
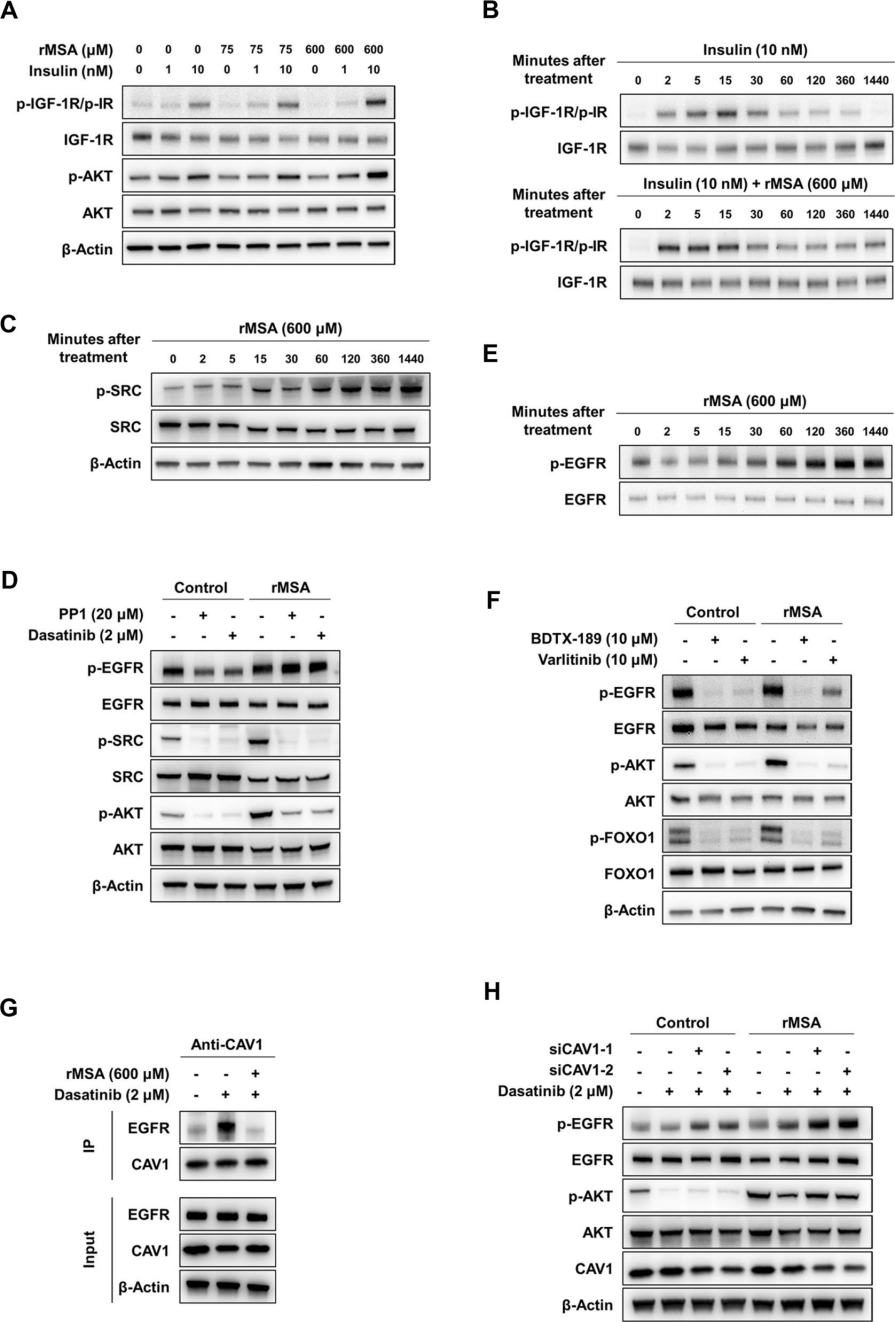
rMSA activated SRC and reduced the interaction of CAV1 between EGFR to increase EGFR activation. **A** Western blot showing the protein and phosphorylation levels of IGF-1R/IR and AKT in the AML12 hepatocytes treated with vehicle or rMSA (75, 600 μM), with or without insulin (1, 10 nM) for 5 min. **B** Western blot showing the protein and phosphorylation levels of IGF-1R/IR in the AML12 hepatocytes treated with vehicle or rMSA (600 μM), with or without insulin (10 nM) at different time points. **C** Western blot showing the protein and phosphorylation levels of SRC in the AML12 hepatocytes treated with rMSA (600 μM) at different time points. **D** Western blot showing the protein and phosphorylation levels of EGFR, SRC, and AKT in the AML12 hepatocytes treated with vehicle or rMSA (600 μM) in the absence or presence of 20 μM PP1 or 2 μM Dasatinib for 2 h. **E** Western blot showing the protein and phosphorylation levels of EGFR in the AML12 hepatocytes treated with rMSA (600 μM) at different time points. **F** Western blot showing the protein and phosphorylation levels of EGFR, AKT, and FOXO1 in the AML12 hepatocytes treated with vehicle or rMSA (600 μM) in the absence or presence of 10 μM BDTX-189 or 10 μM Varlitinib for 6 h. **G** The AML-12 hepatocytes treated with or without rMSA (600 μM) for 2 h in the absence or presence of 2 μM Dasatinib were lysed; comparable amounts of total cell lysates immunoprecipitated with anti-CAV1 antibody were resolved by SDS/PAGE and visualized by the indicated antibodies. **H** Western blot showing the protein and phosphorylation levels of EGFR, AKT, and CAV1 in the AML12 hepatocytes transfected with siRNA against CAV1 (siCAV1-1 and siCAV1-2) for 48 h then treated with vehicle or rMSA (600 μM) in the absence or presence of 2 μM Dasatinib for 2 h. β-Actin was used as the internal reference (**A**, **C**, **D**, and **F**–**H**)

To explore the pathway by which rMSA enhanced PI3K-AKT signaling independently of insulin receptors, we performed phosphorylated antibody microarray and enrichment analysis in AML12 hepatocytes. Results showed that the ERBB signaling pathway was significantly up-regulated by rMSA treatments (Additional file 1: Fig. S9D). It has been reported that the phosphorylation of SRC can enhance PI3K-AKT signaling activated by growth factors [38]. And studies have shown that albumin can bind GP60 on the plasma membrane to promote the CAV1-mediated caveolae formation, thereby activating SRC signaling and promoting endocytosis [39, 40]. Thus, we examined the SRC, AKT, and EGFR signaling in AML12 hepatocytes. Firstly, experiments on time course showed that rMSA treatments increased the phosphorylation of SRC (Fig. 5C). Secondly, we found that rMSA treatments increased the number of CAV1-mediated caveolae on the plasma membrane (Additional file 1: Fig. S9E). And we also observed that, in the presence of SRC inhibitors (PP1 and dasatinib), the phosphorylation of SRC and AKT were decreased with or without rMSA treatments. (Fig. 5D). These data showed that the activation of AKT by rMSA is partially mediated by SRC. We noticed that the phosphorylation of epidermal growth factor receptor (EGFR) was decreased by SRC inhibitors (Fig. 5D), which is consistent with previous report [41]. Unexpectedly, rMSA treatments reversed this effect (Fig. 5D). Experiments on time course showed that rMSA could increase EGFR phosphorylation (Fig. 5E). We have also observed that the phosphorylations of EGFR, AKT, and FOXO1 were remarkably reduced in the presence of EGFR inhibitors (BDX-189 and Varlitinib) (Fig. 5F). Furthermore, we found that the inhibition of PI3K did not affect the phosphorylation of EGFR (Additional file 1: Fig. S9F), which confirmed that EGFR was the upstream of AKT signaling. Consistently, we found that rMSA treatment increased the phosphorylation of EGFR in mouse primary hepatocytes (Additional file 1: Fig. S9G).

Surely, we want to know the mechanism of increased EGFR phosphorylation by rMSA treatments. Since it is well accepted that the interaction between CAV1 and EGFR prevents the phosphorylation of EGFR [42, 43], we thus suspected that rMSA can reduce the interaction between CAV1 and EGFR. Therefore, we used the CAV1 antibody for immunoprecipitation. We found that, in the presence of the SRC inhibitor, the interaction between EGFR and CAV1 was increased, while the interaction between EGFR and CAV1 was basically abolished by rMSA treatments (Fig. 5G). In addition, we knockdown CAV1 with siRNA in AML12 hepatocytes, and treated the wild type and CAV1-knockdown AML12 hepatocytes with or without the rMSA in the presence of the SRC inhibitor. We found that EGFR phosphorylation increased after the CAV1 knockdown or the rMSA treatment, and there was a synergistic effect between the CAV1 knockdown and the rMSA treatment (Fig. 5H).

In summary, these data show that rMSA treatments can increase SRC phosphorylation and prevent the interaction between CAV1 and EGFR, thereby increasing EGFR phosphorylation thus enhancing PI3K-AKT signaling in hepatocytes.

## Discussion

Human serum albumin (HSA) is clinically used in large doses to treat burns, shock, and blood loss. This study suggested that T2DM can be improved by albumin administration. However, donated human blood is now the sole or primary source of commercially available HSA. As a result, there is a risk of spreading dangerous viruses, triggering allergies, and other adverse reactions [44, 45], which limits the application of albumin in the treatment of chronic diseases such as T2DM. Large-scale manufacturing of recombinant human serum albumin (rHSA) using yeast, bacteria, or plant-based expression systems is on the horizon in order to fulfill the demand for albumin and reduce the danger of the presence of harmful viruses [46]. Hence, attempts to develop recombinant albumin of injection grade to replace blood-derived endogenous albumin are ongoing. The rMSA we have obtained so far has been proven to be not only ultra-pure but also young and undamaged, i.e. intact free-thiol, free of carbonylation, free of AGE and homocysteine modifications [22], which theoretically gives it greater reducibility and the ability to protect other proteins than blood-derived endogenous albumin. In this study, rMSA was found to safely alleviate T2DM by improving hepatic glycolysis through EGFR and protecting islet β cells in mice. Therefore, the development of young, undamaged, and ultrapure rHSA is expected to provide an alternative treatment for human T2DM.

Previous reports have described the activation of PI3K-AKT by albumin in LLC-PK1 cells [47], HKC-8 cells [48, 49], and several other cell lines [50–53]. However, how the PI3K-AKT signaling is activated by albumin is not clear. Recently, albumin endocytosis has been proven to activate the PI3K-AKT pathway, which stimulates albumin endocytosis in the feedforward mechanism [47]. In this study, we revealed novel functions and mechanisms of the rMSA for the metabolic regulations in T2DM mice, which reflected in that rMSA treatments led to an increase in glucose flux and flux-driven glucose uptake, mediated by the activation of PI3K-AKT signaling in hepatocytes. We report here for the first time that rMSA promotes the activation of EGFR by reducing the interaction between CAV1 and EGFR, thereby activating the PI3K-AKT signaling pathway in hepatocytes. CAV1 was initially identified to inhibit EGFR signaling through receptor isolation [42]. However, the formation of caveolae has been shown to promote EGFR signaling [54]. These examples of different roles of CAV1 in EGFR regulation may also indicate the cellular environment dependence of CAV1 function. Our study found that in serum-starved hepatocytes, part of EGFR interacted with CAV1, which was significantly enhanced by the inhibition of SRC signaling. In this condition, rMSA treatments reduced the interaction between EGFR and CAV1 and increased EGFR phosphorylation. Therefore, the present study revealed that albumin acts as an important component of EGFR-PI3K-AKT signaling in hepatocytes.

T2DM can lead to decreased serum albumin levels, and insulin is clinically needed to prevent hypoalbuminemia [11, 55]. To our understanding, it is very important to maintain sufficient albumin levels to alleviate T2DM. In this study, it was observed that rMSA treatments increased the PI3K-AKT signaling in hepatocytes and enhanced the activation of IR/IGF-1R by insulin, and these phenomena were promoted by a higher concentration of rMSA. Therefore, the decreased serum albumin level may impair the insulin sensitivity of hepatocytes in T2DM. Furthermore, the decrease of serum albumin level resulted in the rise of serum FFA/albumin molar ratio, which in turn led to islet β-cell apoptosis caused by excessive lipid uptake. Although we believe that these two effects are the major reasons for the clinically identified decreased albumin levels as a risk factor for T2DM, whether the protective effect of rMSA against lipotoxicity at the cellular level is also applicable to that of in vivo needs to be confirmed in future studies.

In addition to the above mechanisms, it was reported that both ligand binding and anti-oxidant capabilities of HSA are impaired in individuals with diabetes mellitus [56–58]. Patients with T2DM have lower levels of HSA, which may make oxidative stress worse [57]. Furthermore, HSA may prevent other proteins from being glycated in the early stages of diabetes [59]. Therefore, the injection of young and undamaged recombinant albumin may also improve the symptoms of T2DM by rescuing the endogenous albumin, such as relieving oxidative stress and reducing the glycation levels of other proteins.

## Conclusion

In conclusion, for T2DM mice, we found that rMSA treatments increased the serum albumin levels and then improved the blood glucose homeostasis, including glucose tolerance, insulin sensitivity, GSIS, and FBGL. On tissue and cellular levels, the rMSA treatment promoted glucose uptake and glycolysis in hepatocytes by regulating the PI3K-AKT pathway via EGFR, and relieved lipotoxicity-induced β-cell apoptosis and thus ameliorated the islet atrophy. Through these improvements, rMSA treatments prevented T2DM progress in mice.

## Supplementary Information

**Additional file 1: Figure S1.** Therapeutic administration of rMSA increased total protein and serum albumin levels in T2DM mice. **Figure S2.** Therapeutic administration of rMSA increased the insulin level and decreased the fatty acid metabolism in the pancreas of T2DM mice. **Figure S3.** Therapeutic administration of rMSA prevented β-cell apoptosis in T2DM mice. **Figure S4.** rMSA decreased the molar ratio of serum FFA to albumin in T2DM mice and reduced the FFA uptake in islet β- cells. **Figure S5.** rMSA reduced lipotoxicity-induced islet β- cell apoptosis. **Figure S6.** rMSA alleviates ER stress and apoptosis in islet β-cells by reducing lipid uptake. **Figure S7.** rMSA upregulated glycolysis-related gene expression and increased glycolysis in hepatocytes. **Figure S8.** rMSA promoted glycolysis by upregulating the PI3K-AKT pathway in hepatocytes. **Figure S9.** rMSA upregulated the PI3K-AKT pathway through EGFR independently of IR or IGF-1R.

## Data Availability

The datasets during and/or analyzed during the current study available from the corresponding author on reasonable request.

# Supplementary material for: Young and undamaged recombinant albumin alleviates T2DM by improving hepatic glycolysis through EGFR and protecting islet β cells in mice
**Source:** J Transl Med. 2023 Feb 6;21:89. doi: 10.1186/s12967-023-03957-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Therapeutic administration of rMSA increased total protein and serum albumin levels in T2DM mice. Figure S2. Therapeutic administration of rMSA increased the insulin level and decreased the fatty acid metabolism in the pancreas of T2DM mice. Figure S3. Therapeutic administration of rMSA prevented β-cell apoptosis in T2DM mice. Figure S4. rMSA decreased the molar ratio of serum FFA to albumin in T2DM mice and reduced the FFA uptake in islet β- cells. Figure S5. rMSA reduced lipotoxicity-induced islet β- cell apoptosis. Figure S6. rMSA alleviates ER stress and apoptosis in islet β-cells by reducing lipid uptake. Figure S7. rMSA upregulated glycolysis-related gene expression and increased glycolysis in hepatocytes. Figure S8. rMSA promoted glycolysis by upregulating the PI3K-AKT pathway in hepatocytes. Figure S9. rMSA upregulated the PI3K-AKT pathway through EGFR independently of IR or IGF-1R.

## Additional file 1: Fig. S1

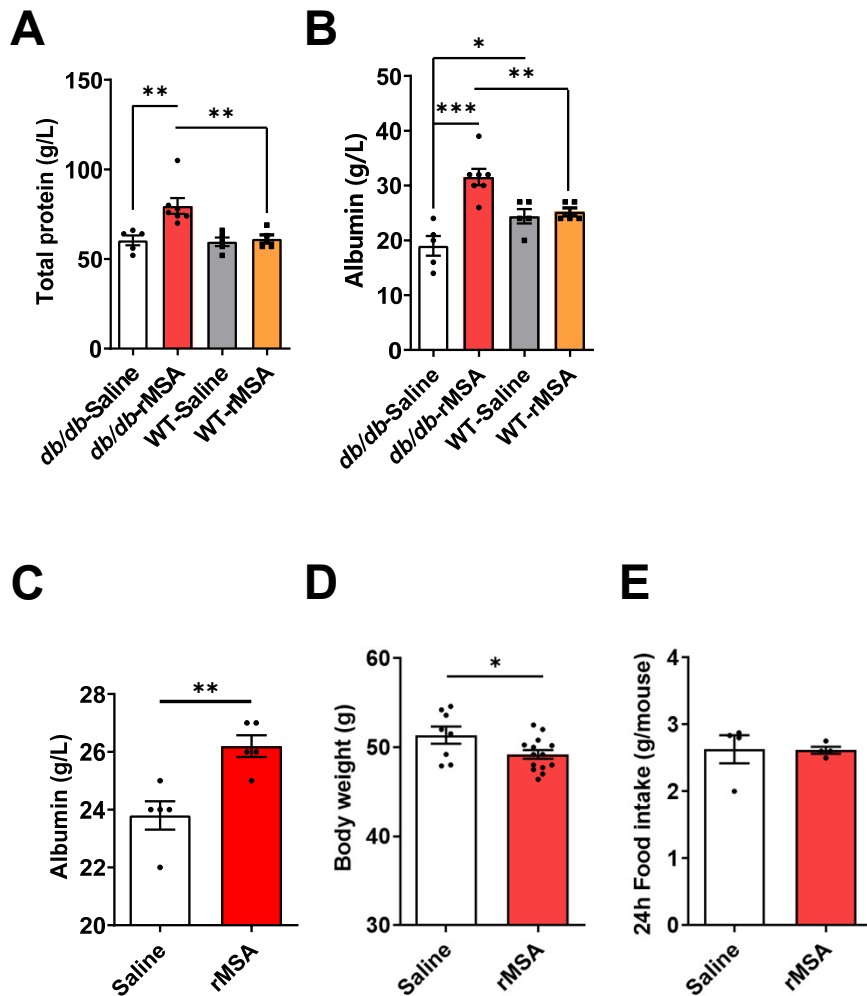

Additional file 1: Fig. S1. Therapeutic administration of rMSA increased total protein and serum albumin levels in T2DM mice.

(A) Serum total protein levels of *db/db* mice (n = 5-7 per group) and WT mice (n = 5 per group). The WT mice and *db/db* mice were treated with saline or rMSA for 9 weeks. (B) Serum albumin levels of *db/db* mice (n = 5-7 per group) and WT mice (n = 5 per group). (C) Serum albumin levels of DIO mice (n = 5 per group). (D) Body weight levels of DIO mice (n = 8-14 per group). (E) Food intake levels of DIO mice (n = 4 per group) in 24h. The WT mice, *db/db* mice and DIO mice were treated with saline or rMSA for 9 weeks. Data were analyzed by unpaired t-tests (A-E). Data are expressed as mean  $\pm$  s.e.m. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

Additional file 1: Fig. S2

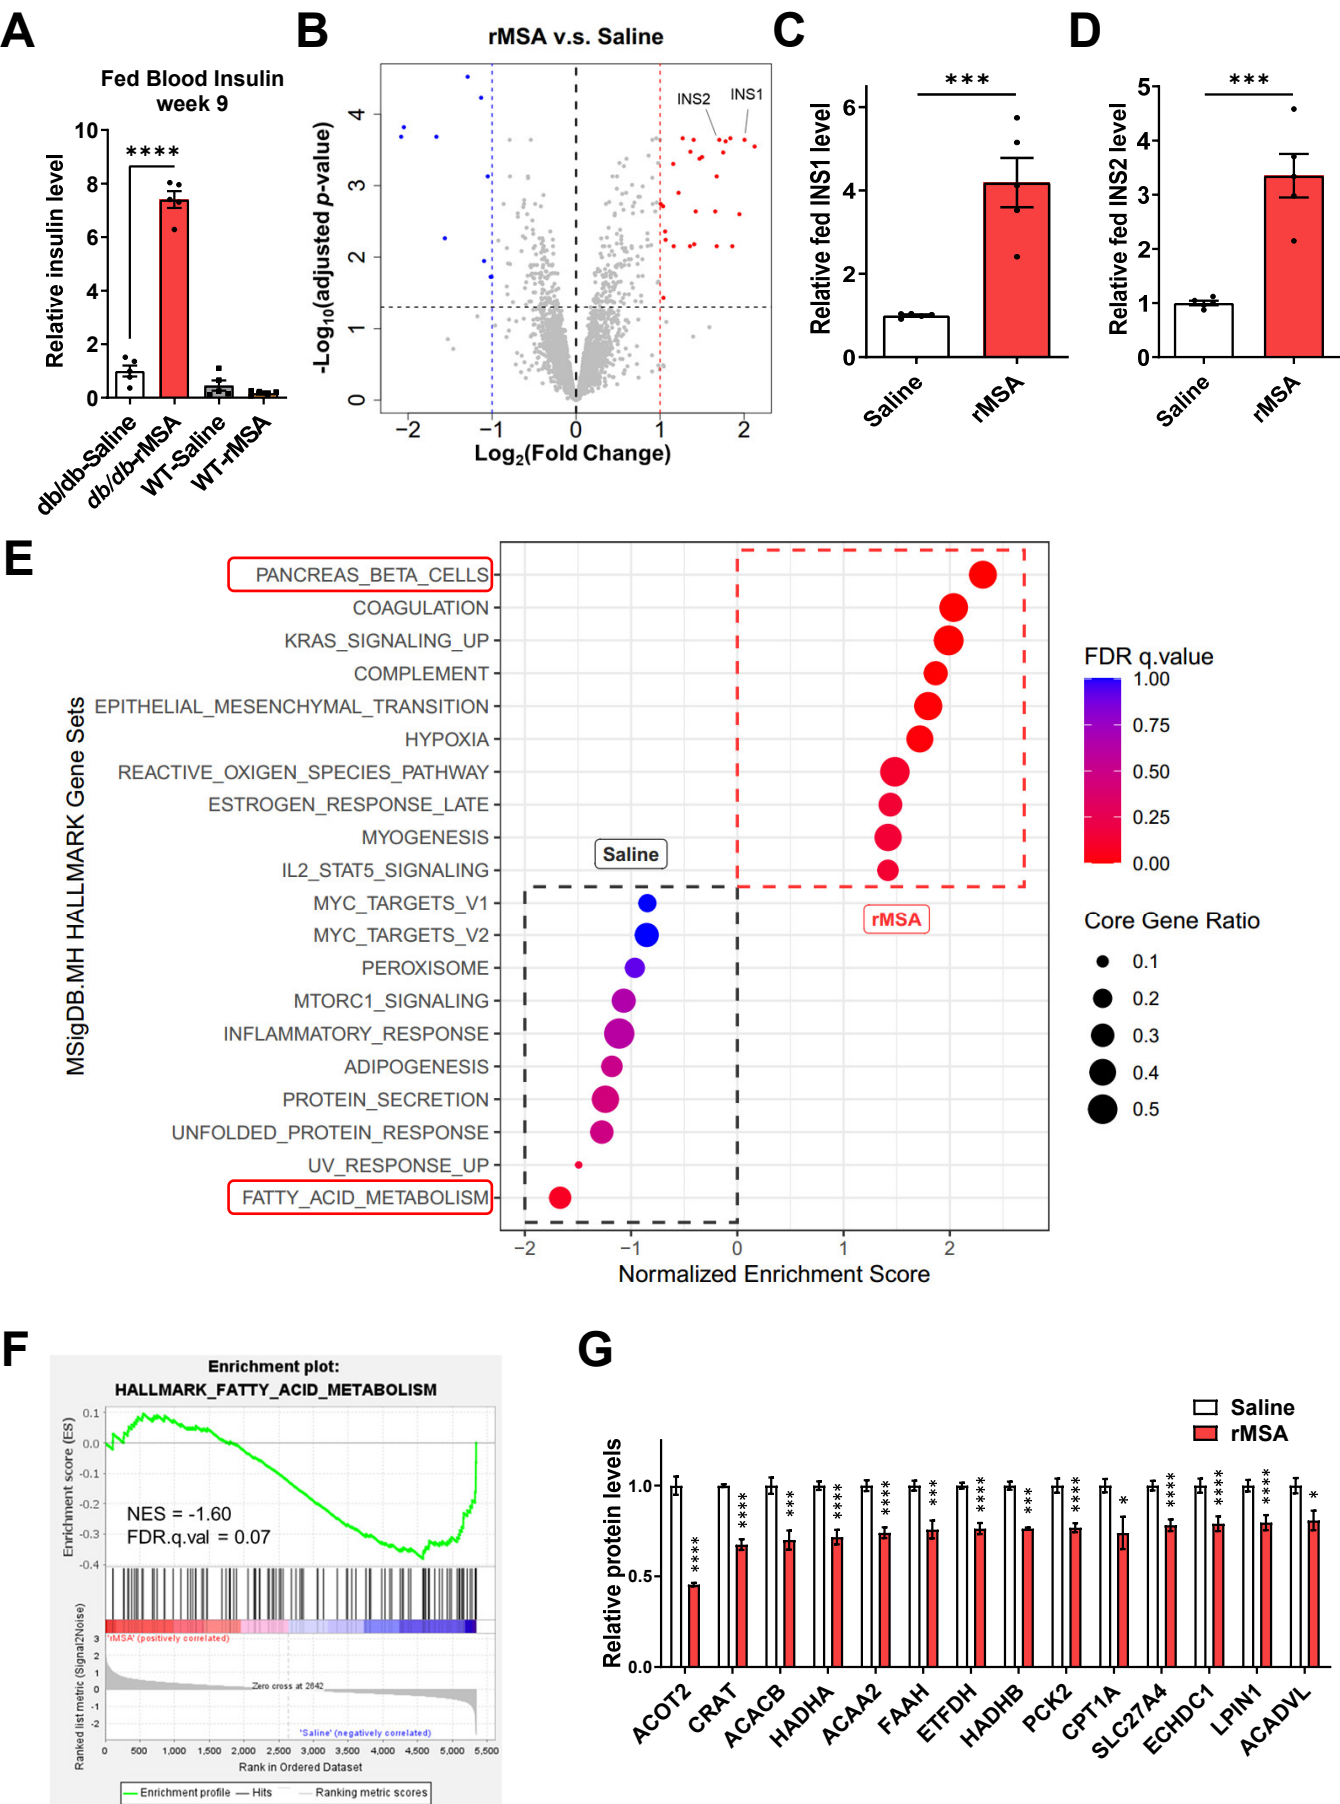

Additional file 1: Fig. S2. Therapeutic administration of rMSA increased the insulin level and decreased the fatty acid metabolism in the pancreas of T2DM mice.

(A) Relative fed blood insulin levels of *db/db* mice ( $n = 5-7$  per group) and WT mice ( $n = 5$  per group). The WT mice and *db/db* mice were treated with saline or rMSA for 9 weeks. (B) Volcanic map showing the protein levels identified by quantitative mass spectrometry in the pancreas of the *db/db* mice ( $n=5$  per group) treated with the saline or rMSA for 9 weeks. The blue and red dots on the outside of the blue and red vertical dashed lines respectively show proteins with down-regulation and up-regulation by 2 times with an adjusted  $p < 0.05$  (above the gray horizontal dashed line) in the rMSA group compared with the saline control. The mice were in a fed state before dissection. Relative levels of fed insulin 1 (C) and insulin 2 (D) were highlighted. (E) Bubble plot revealing enriched gene sets from GSEA results in protein levels identified by quantitative mass spectrometry in the pancreas of the saline- or rMSA-treated *db/db* mice ( $n=5$  per group), according to MSigDB mouse-ortholog hallmark gene sets. The normalized enrichment score (NES), the ratio of genes contributing to the enrichment score, and the false discovery rate (FDR q.value) are shown. (F) Enrichment plot showing that the gene set of fatty acid metabolism is significantly enriched in the saline group, corresponding to (E). (G) Relative levels of proteins associated with fatty acid catabolism determined by quantitative mass spectrometry in the pancreas of the saline- or rMSA-treated *db/db* mice. Data were analyzed by unpaired t-tests (A, C, D, and G). Data are expressed as mean  $\pm$  s.e.m. \*  $p < 0.05$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

## Additional file 1: Fig. S3

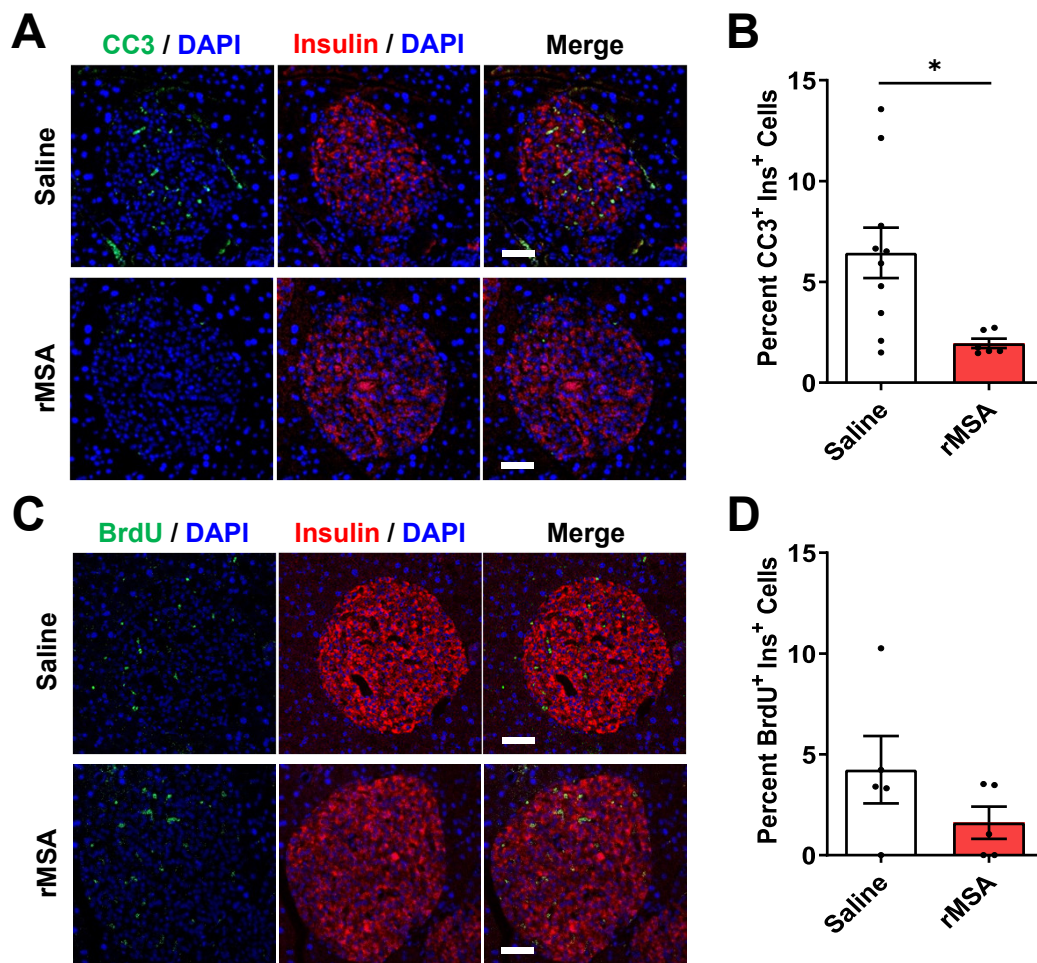

Additional file 1: Fig. S3. Therapeutic administration of rMSA prevented  $\beta$ -cell apoptosis in T2DM mice.

(A and C) Representative images of IF staining respectively for insulin, CC3, and BrdU in pancreases of the *db/db* mice treated with saline (CC3,  $n = 10$ ; BrdU,  $n = 5$ ) or rMSA (CC3,  $n = 6$ ; BrdU,  $n = 5$ ) for 9 weeks. Insulin staining is shown in red; DAPI-stained nuclei are shown in blue; CC3 (A) and BrdU (C) are shown in green. Scale bars represent 50  $\mu\text{m}$ . (B and D) The percentage of indicated markers and insulin double-positive cells to all insulin-positive cells in the islets of the *db/db* mice treated with the saline or rMSA for 9 weeks, respectively corresponding to the representative images (A and C). Data were analyzed by unpaired t-tests (B and D). Data are expressed as mean  $\pm$  s.e.m. \*  $p < 0.05$ .

Additional file 1: Fig. S4

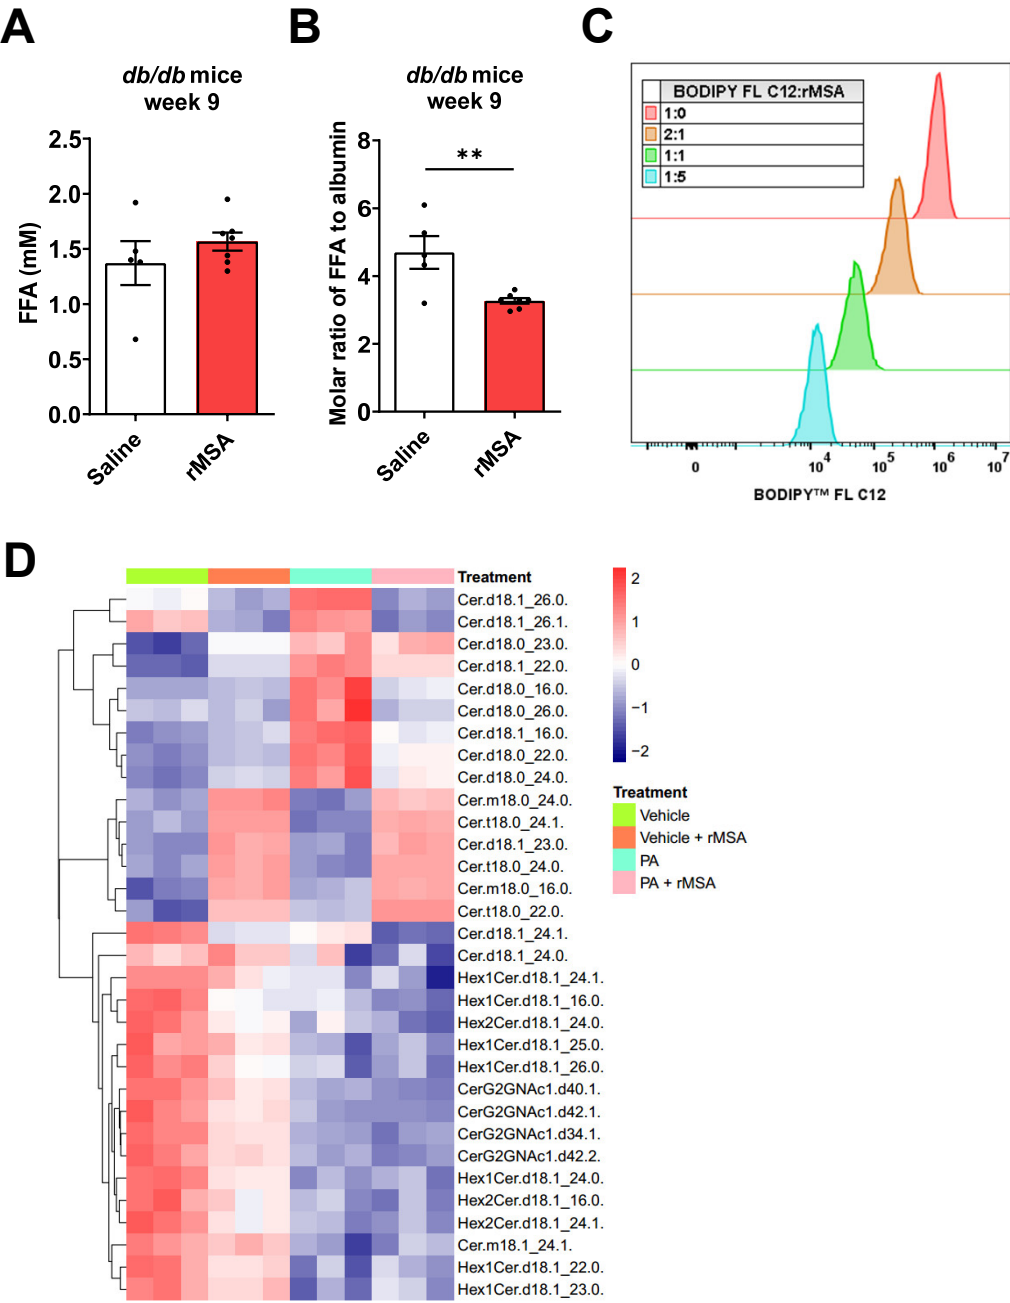

Additional file 1: Fig. S4. rMSA decreased the molar ratio of serum FFA to albumin in T2DM mice and reduced the FFA uptake in islet  $\beta$ -cells.

(A) Serum FFA levels of the *db/db* mice after the saline or rMSA treatments for 9 weeks. (B) The molar ratio of serum FFA to albumin in *db/db* mice treated with saline or rMSA for 9 weeks. (C) Representative histogram of the flow cytometry showing the fluorescent intensity under the indicated molar ratios of BODIPY<sup>TM</sup> FL C12 to rMSA. (D) Heat map showing the PA (0 or 0.2 mM) and rMSA (0 or 300  $\mu$ M) treatments for 16 h on the intracellular relative ceramide levels of MIN6 cells. Data were analyzed by unpaired t-tests (A and B). Data are expressed as mean  $\pm$  s.e.m. \*\*  $p < 0.01$ .

Additional file 1: Fig. S5

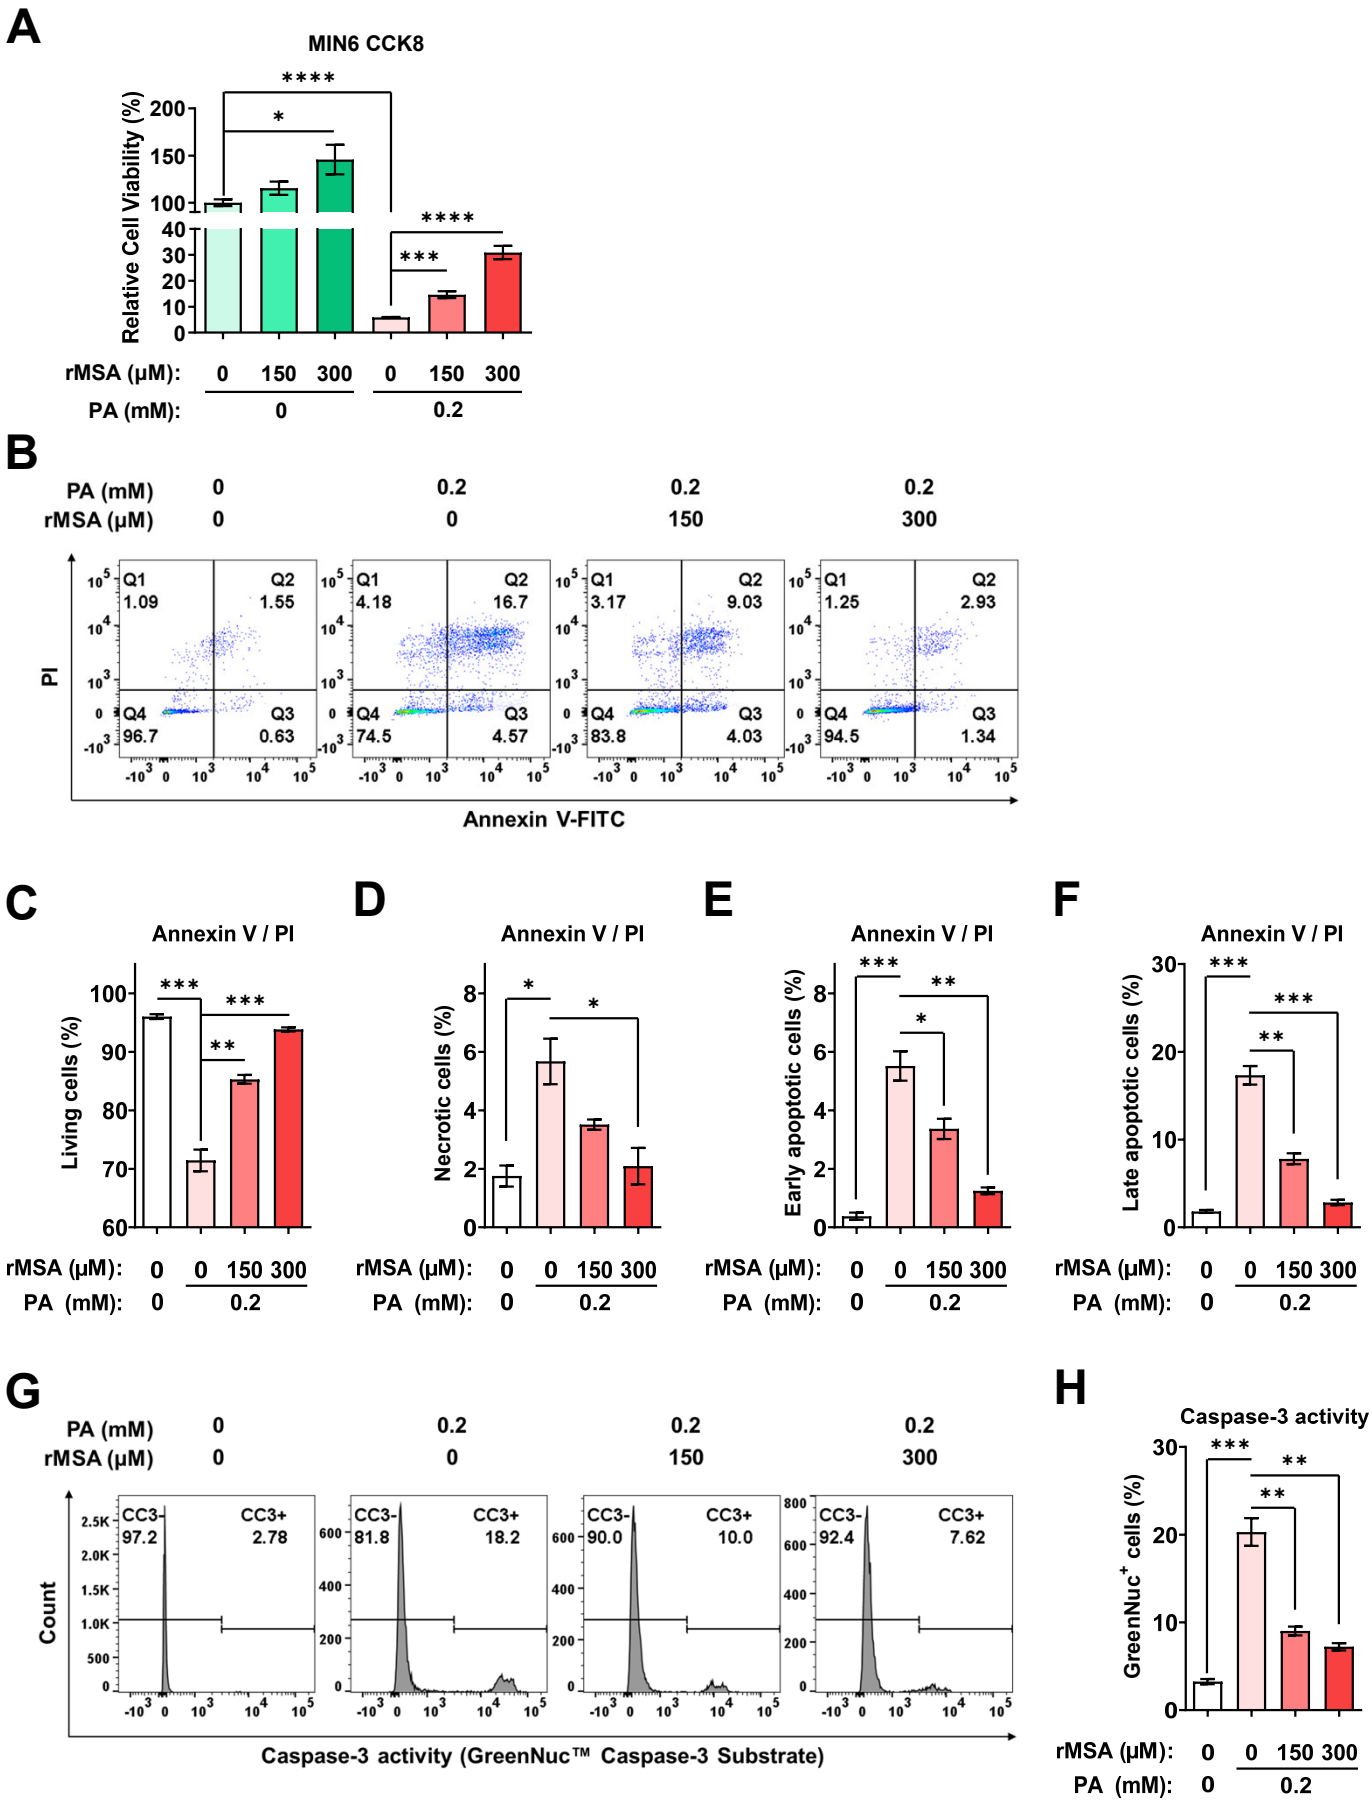

Additional file 1: Fig. S5. rMSA reduced lipotoxicity-induced islet  $\beta$ -cell apoptosis.

(A) Effects of PA and rMSA at indicated concentrations on MIN6 cell relative viability assessed by CCK-8 ( $n = 3$ -4 per group). (B) Representative flow cytometry analysis for Annexin V-FITC/PI in MIN6 cells treated with PA and rMSA at indicated concentrations ( $n = 3$  per group). (C-F) Percentages of the living (C), necrotic (D), early apoptotic (E), and late apoptotic (F) MIN6 cells corresponding to (B). (G) Representative flow cytometry analysis for living-cell caspase-3 activity assays in MIN6 cells treated with PA and rMSA at indicated concentrations ( $n = 3$  per group). (H) Percentages of the caspase-3-activated MIN6 cells, corresponding to (G). Data were analyzed by unpaired t-tests (A, C-F, and H). Data are expressed as mean  $\pm$  s.e.m. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

Additional file 1: Fig. S6

A

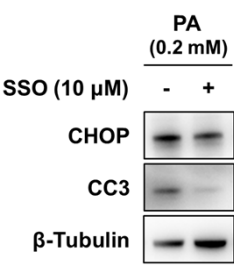

B

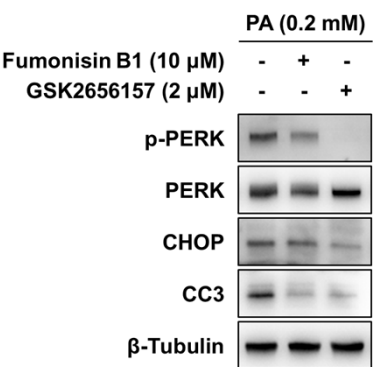

C

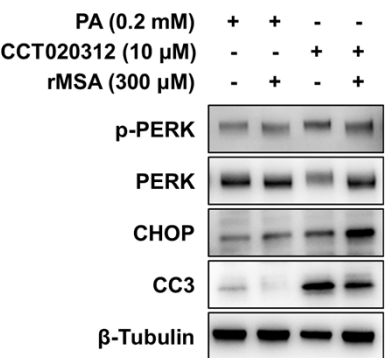

D

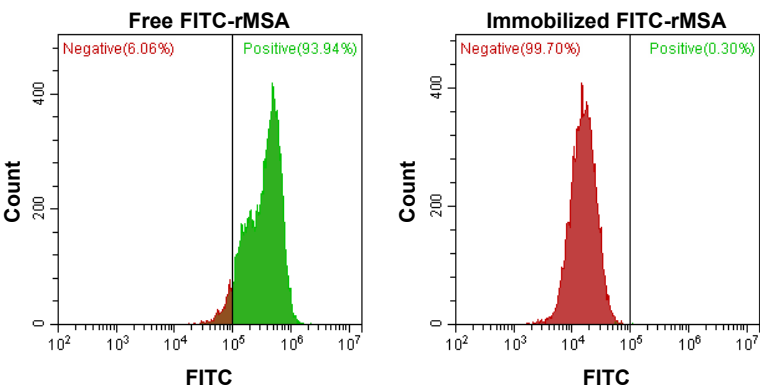

E

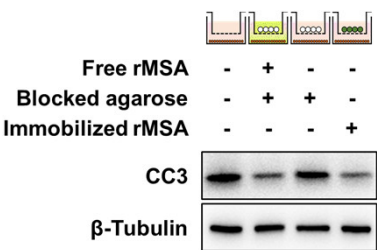

Additional file 1: Fig. S6. rMSA alleviates ER stress and apoptosis in islet  $\beta$ -cells by reducing lipid uptake.

(A) Western blot showing the protein levels of CHOP and CC3 in the MIN6 cells treated with vehicle or the CD36 inhibitor SSO (10  $\mu$ M) in the presence of PA (0.2 mM). (B) Western blot showing the protein levels of phosphorylated PERK, PERK, CHOP, and CC3 in the MIN6 cells treated with vehicle, the ceramide synthetase inhibitor Fumonisin B1 (10  $\mu$ M), or the PERK inhibitor GSK2656157 (2  $\mu$ M) in the presence of PA (0.2 mM). (C) Western blot showing the protein levels of phosphorylated PERK, PERK, CHOP, and CC3 in the MIN6 cells treated with PA (0.2 mM), rMSA (300  $\mu$ M), or the PERK agonist CCT020312 (10  $\mu$ M). (D) Flow cytometry analysis for FITC intensity in MIN6 cells treated with free and immobilized rMSA. (E) Western blot showing the protein levels of CC3 in the MIN6 cells treated with PA (0.2 mM) and blank, free rMSA, blocked agarose, or immobilized rMSA.  $\beta$ -Tubulin was used as the internal reference (A-C and E).

# Additional file 1: Fig. S7

A

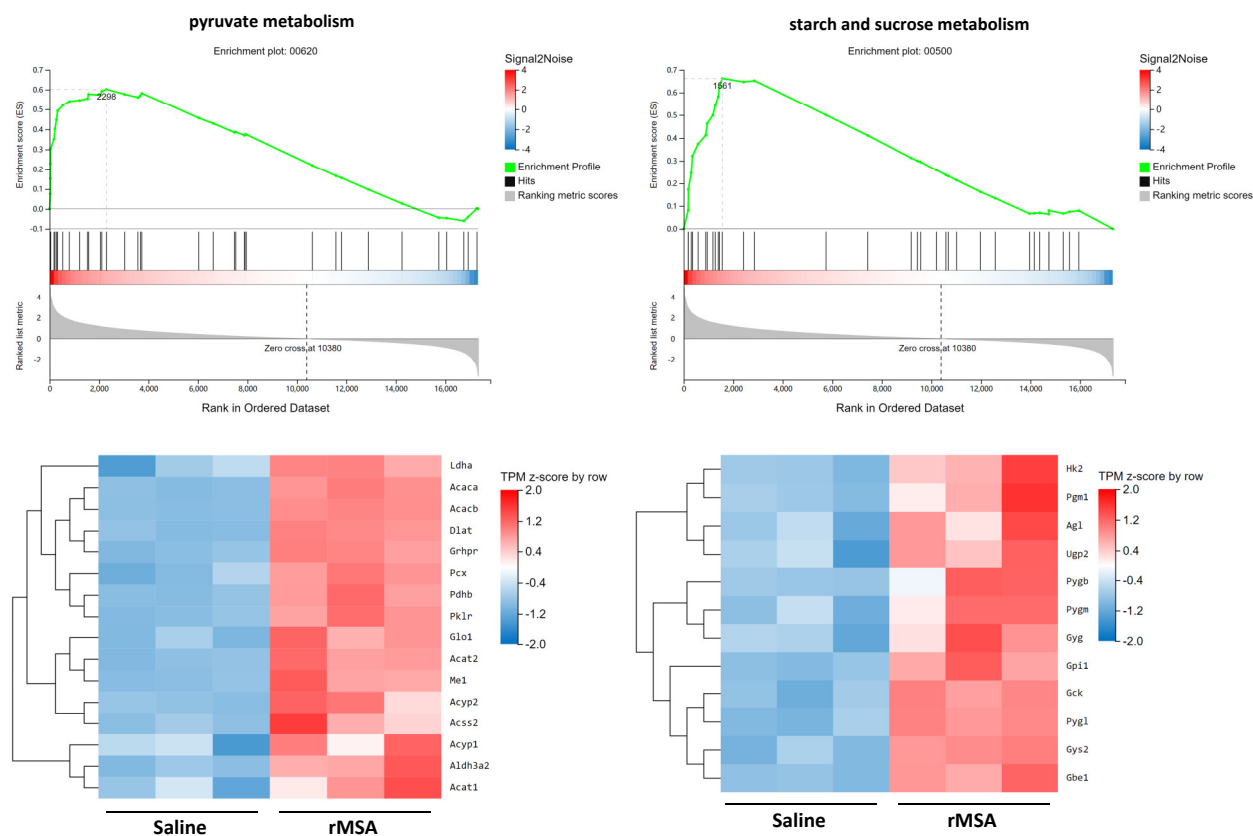

B

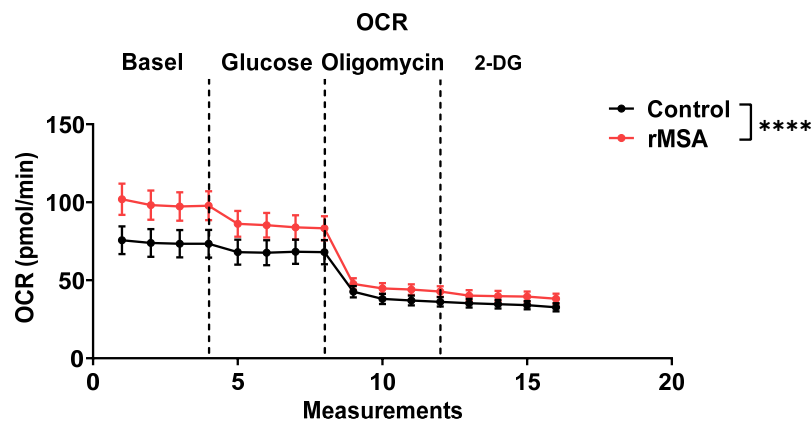

C

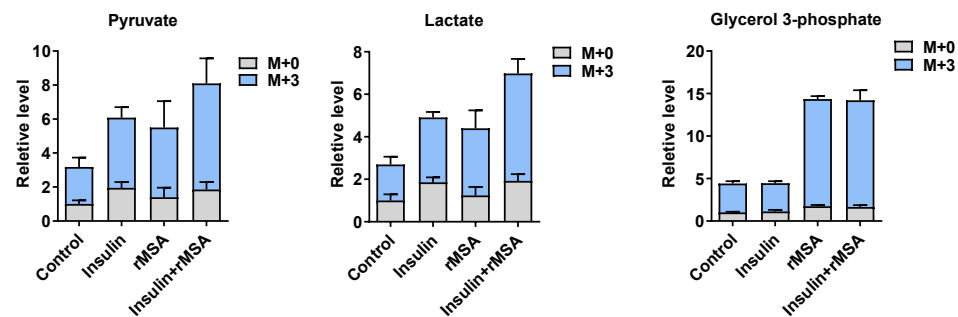

Additional file 1: Fig. S7. rMSA upregulated glycolysis-related gene expression and increased glycolysis in hepatocytes.

(A) Gene set enrichment analysis of up-regulated genes in livers of rMSA-treated *db/db* mice compared with the saline group (n = 3 per group). 

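All 16 pyruvate metabolism genes and all 11 tested starch and sucrose metabolism genes of the Fig. S7A heat maps were higher in rMSA livers at an adjusted p under 0.05 from limma, and none was lower. The counts were the same adjusted over the list alone, and because the study picked these genes on these livers, they are not independent evidence of its direction. Acacb, the acetyl-CoA carboxylase isoform that controls entry of fatty acids into mitochondria, rose from 5.04 ± 0.409 TPM with saline to 42.3 ± 0.834 TPM with rMSA (SD, n = 3 mice each). It lies on chromosome 5 from 114146321 to 114250761 (gene 100705), and its log2 fold change was 2.84 (SE 0.11, limma adjusted p = 3.63e-06). Me1 (malic enzyme) rose from 46.8 ± 10.5 to 426 ± 72.9 TPM (SD, n = 3 each, limma adjusted p = 1.70e-05), and Acaca, the carboxylase isoform of fatty acid synthesis, rose as well. Dlat and Pdhb, subunits of the pyruvate dehydrogenase complex, had log2 fold changes of 1.05 and 0.79, and Pcx, the pyruvate carboxylase, of 0.91. Their limma adjusted p were 1.62e-04, 4.46e-04 and 7.82e-04. Acat2, Grhpr, Aldh3a2, Acss2 and Acat1 had log2 fold changes of 1.72, 1.59, 1.86, 1.39 and 0.84, and Glo1, the glyoxalase, of 0.68. Ldha, the lactate dehydrogenase, rose by a log2 fold change of 0.64 (limma adjusted p = 0.00615) and did not pass after centring on the median (0.0720). Acyp1, an acylphosphatase, rose by 0.65 (limma adjusted p = 0.0284) and did not pass without saline replicate 3 (0.0528), rMSA replicate 1 (0.0866) or rMSA replicate 3 (0.0929), with the length trend removed (0.132) or with a replicate block (0.0856). The pyruvate list had camera adjusted p = 2.21e-10, and adjusted p = 0.147 with an estimated correlation. The starch and sucrose list had camera adjusted p = 4.34e-06, and adjusted p = 0.172 with an estimated correlation. In the starch and sucrose list, the glycogen branching enzyme gene Gbe1 rose from 33.1 ± 3.46 to 118 ± 13.6 TPM (SD, n = 3 each). The glycogen synthase gene Gys2 rose from 64.9 ± 10.9 to 152 ± 4.99 TPM and the glycogen phosphorylase gene Pygl from 215 ± 18.9 to 382 ± 8.06 TPM (SD, n = 3 each). Their log2 fold changes were 1.81, 1.23 and 0.83, with limma adjusted p of 4.17e-05, 2.69e-04 and 5.29e-04. Ugp2 and Gyg, which supply and prime glycogen synthesis, had log2 fold changes of 1.03 and 0.80. Hk2, the hexokinase of muscle and fat, went from 0.913 ± 0.247 to 3.88 ± 1.01 TPM (SD, n = 3 each), a log2 fold change of 1.34 (limma adjusted p = 0.00145), or 0.58 with 5 TPM added in place of 1. Pygm, the muscle glycogen phosphorylase, had a mean of 0.948 TPM and was not tested, with 0.627 ± 0.132 TPM in saline livers and 1.27 ± 0.225 TPM in rMSA livers (SD, n = 3 each).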

(B) Metabolic profile on AML12 hepatocytes (n = 11 per group) with or without rMSA (600  $\mu$ M) treatment for 6h as measured by Seahorse glycolytic stress assay. (C) Isotope tracing of [U-<sup>13</sup>C]-glucose metabolism in AML12 hepatocytes (n = 3 per group) treated with vehicle, insulin (10 nM, 6h), rMSA (600  $\mu$ M, 6h), and insulin (10 nM, 6h) +rMSA (600  $\mu$ M, 6h). Data were analyzed by two-way ANOVA with repeated measures (B). Data are expressed as mean  $\pm$  s.e.m. \*\*\*\*  $p < 0.0001$ .

Additional file 1: Fig. S8

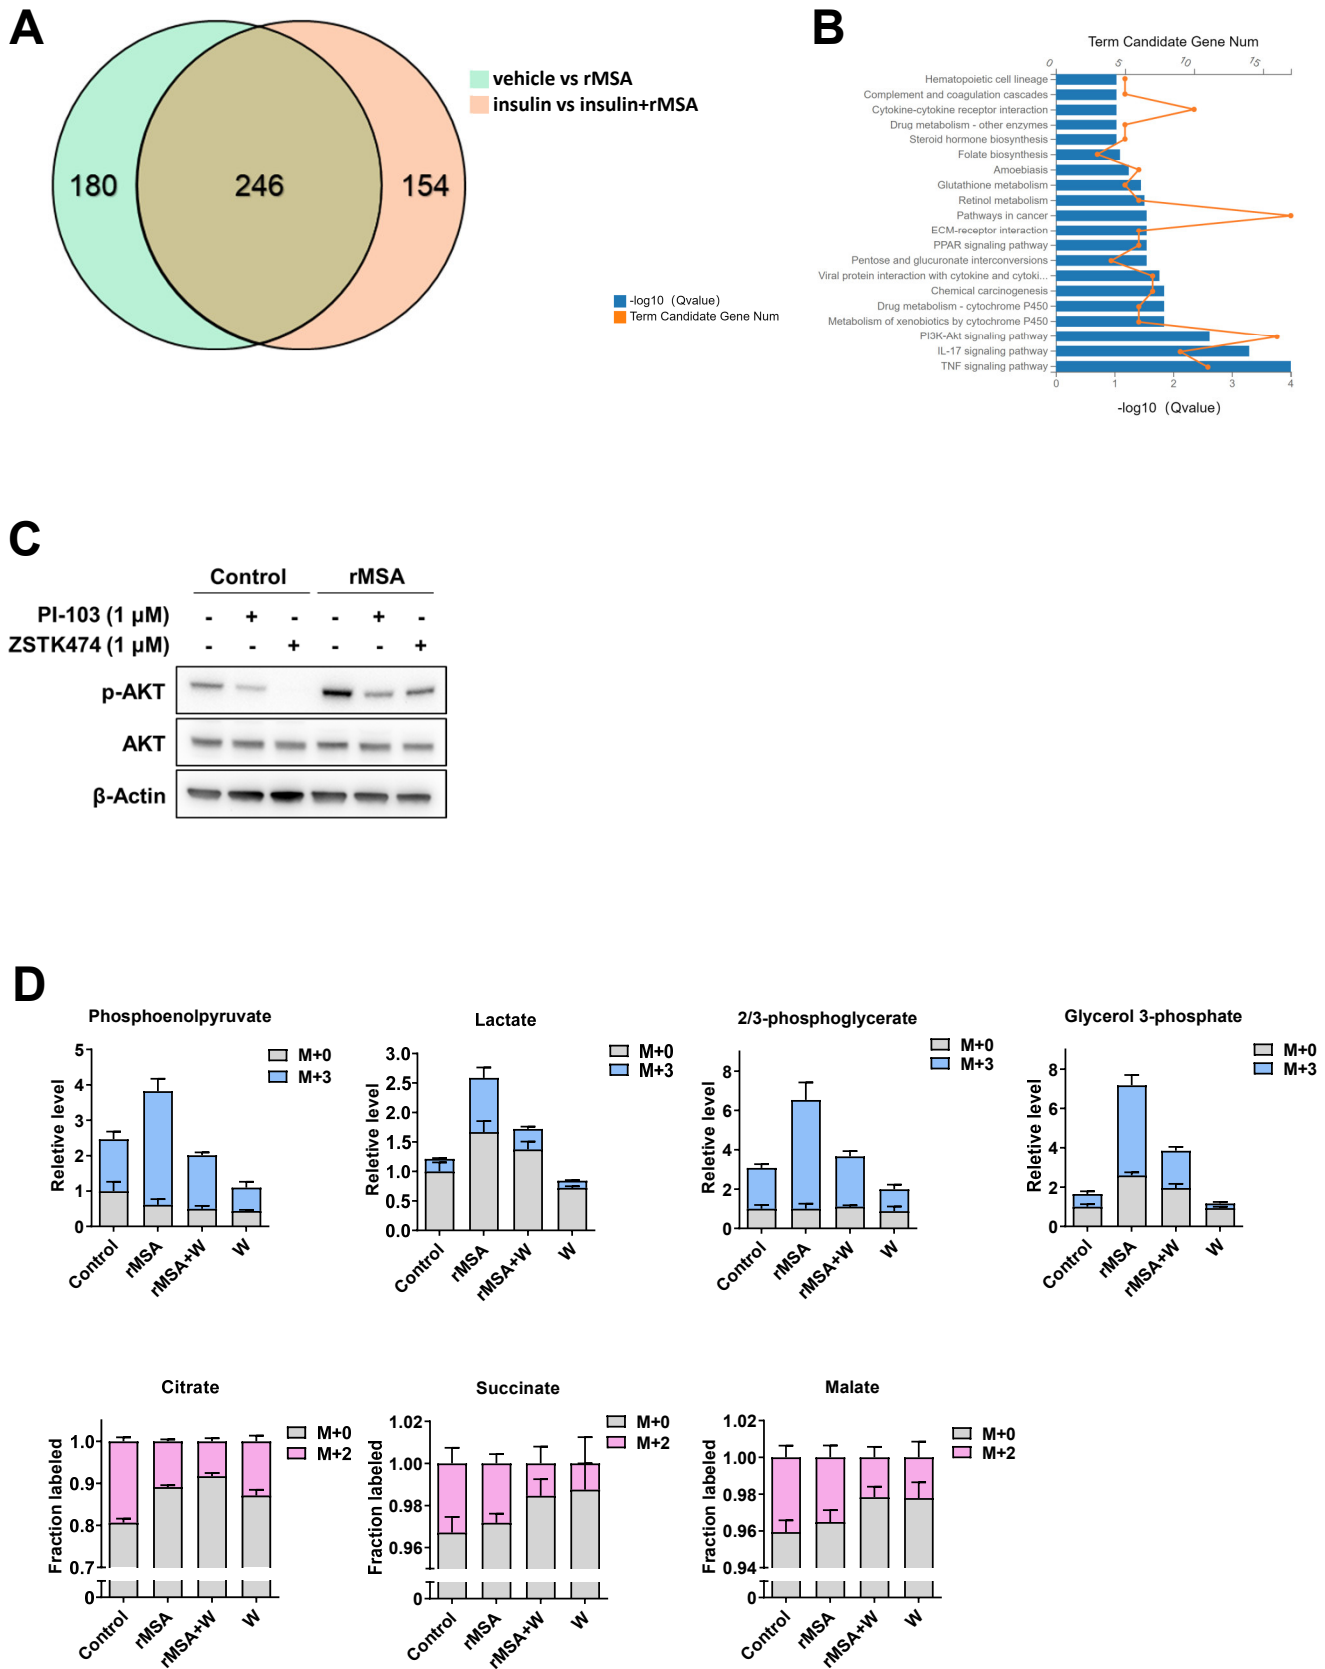

Additional file 1: Fig. S8. rMSA promoted glycolysis by upregulating the PI3K-AKT pathway in hepatocytes.

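Most genes called for rMSA without insulin were also called with it, whereas insulin alone gave no called gene against vehicle. With rMSA against vehicle, 35 genes were called in that comparison and not in rMSA + insulin against insulin, and 131 were called in the second and not in the first, or 567 without insulin replicate 3. The difference between both rMSA effects was tested itself as an interaction in limma, which called 3 genes (Gdf15, Atf3 and Itgb7), with 698 at an unadjusted p under 0.05. Gdf15, a stress-induced hormone, and Atf3, a stress-induced transcription factor, had log2 fold changes of -0.46 and -1.08 without insulin and 0.75 and 0.63 with it. At an unadjusted p under 0.05 and the same fold threshold, 210 and 311 genes passed and 168 passed in both. Insulin against vehicle gave 0 called genes in limma, with 3969 at an unadjusted p under 0.05 and a smallest adjusted p of 0.117. Without insulin replicate 1 that count was 8 and without insulin replicate 3 it was 2034. With array weights, which count libraries that stand apart less, it was 637. The interaction count was 0 without any single library of the vehicle, rMSA or rMSA + insulin groups, 11 without insulin replicate 2 and 68 without insulin replicate 3. It was also 0 with the replicate number as a block, with median centring, with quantile normalization and with rescaling without the 50 highest genes.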

(A) Venn diagram showing the differentially expressed genes (DEGs) in AML12 hepatocytes (24 h,  $n = 3$  per group) of different comparisons.  $\text{Log}_2\text{FC} > 1$  and  $p < 0.05$  were used to define the DEGs. (B) Pathway enrichment analysis of 246 DEGs from the comparisons of both “vehicle *v.s.* rMSA” and “insulin *v.s.* rMSA+insulin” (A). 

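Besides the IL-17, TNF and PI3K-AKT lists, genes of ERBB signaling, retinol metabolism and PPAR signaling were over-represented among the genes called for rMSA in both comparisons. ERBB receptors, ligands and feedback genes made up 5 of them out of 25 tested members, against 0.372 expected (one-sided Fisher's exact test, adjusted p = 2.46e-04): Areg, Ereg, Etv5, Lrig1 and Phlda1. For rMSA against vehicle, Ereg no longer passed in 14 alternatives (limma adjusted p up to 0.164) and Lrig1 in 5 (up to 0.0710). With insulin, neither passed with only the compared groups in the fit (limma adjusted p of 0.0651 and 0.0550). Camera gave the ERBB list adjusted p = 0.00785, and adjusted p = 0.975 with an estimated correlation without insulin, and did not call it with insulin (adjusted p = 0.0791, over all alternatives 0.00129 to 0.988). It called neither the retinol list (0.112 and 0.656) nor the PPAR list (0.0933 and 0.515) without or with insulin. Phlda1, a gene induced by growth factors, rose from 43.8 ± 1.18 TPM with vehicle to 137 ± 12.9 TPM with rMSA (SD, n = 3 each). With insulin, it rose from 36.9 ± 13.6 to 144 ± 15.6 TPM (SD, n = 3 each), and its limma adjusted p were 5.65e-04 and 9.86e-05. Retinol metabolism held 4 of 15 tested members (adjusted p = 3.40e-04 from the same exact test): Aldh1a1, Aldh1a7 and Dhrs3 rose, and Stra6, the retinol carrier receptor, fell. Aldh1a1, a retinaldehyde dehydrogenase, had log2 fold changes of 2.15 and 2.13 without and with insulin (limma adjusted p of 9.90e-05 and 6.57e-05). Those of Dhrs3, a retinaldehyde reductase, were 1.96 and 1.88 (limma adjusted p of 9.82e-05 and 7.79e-05). PPAR signaling held 4 of 41 tested members (same exact test, adjusted p = 0.0124), among them Acsbg1, Fabp4 and Plin2. Plin2, a lipid droplet protein, rose from 312 ± 5.68 to 882 ± 30.5 TPM without insulin and from 272 ± 51.0 to 969.6 ± 23.3 TPM with it (SD, n = 3 each, limma adjusted p of 2.50e-05 and 4.24e-06). Acsbg1, an acyl-CoA synthetase, had log2 fold changes of 2.01 and 2.59 (limma adjusted p of 7.60e-05 and 9.51e-06). The members of the ERBB, retinol and PPAR lists are named here after their values were seen. Leaving out 1 library at a time gave 5 to 8 over-represented lists in place of 6. Glycolysis held 0 of 26 tested members, and the collagen and matrix list 3 of 37 (same exact test, adjusted p = 0.0594). From this enrichment and from the reported role of the PI3K-AKT pathway in metabolism, the paper turns to AKT phosphorylation with and without PI3K inhibitors. From those blots it proposes that the metabolic changes of AML12 hepatocytes are regulated by PI3K-AKT signaling. It then traced labeled glucose and measured glucose uptake with and without the PI3K inhibitor wortmannin. From these experiments it concludes that rMSA acts through this pathway to enhance glycolysis and glucose uptake.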

(C) Western blot showing the protein and phosphorylation levels of AKT in the AML12 hepatocytes treated with vehicle or rMSA (600  $\mu\text{M}$ ) in the absence or presence of 1 $\mu\text{M}$  PI-103 or 1 $\mu\text{M}$  ZSTK474 for 6h.  $\beta$ -Actin was used as the internal reference. (D) Isotope tracing of [U- $^{13}\text{C}$ ]-glucose metabolism in AML12 hepatocytes ( $n = 3$  per group) treated with vehicle or rMSA (600  $\mu\text{M}$ , 6h) in the absence or presence of 1 $\mu\text{M}$  Wortmannin (W).

Additional file 1: Fig. S9

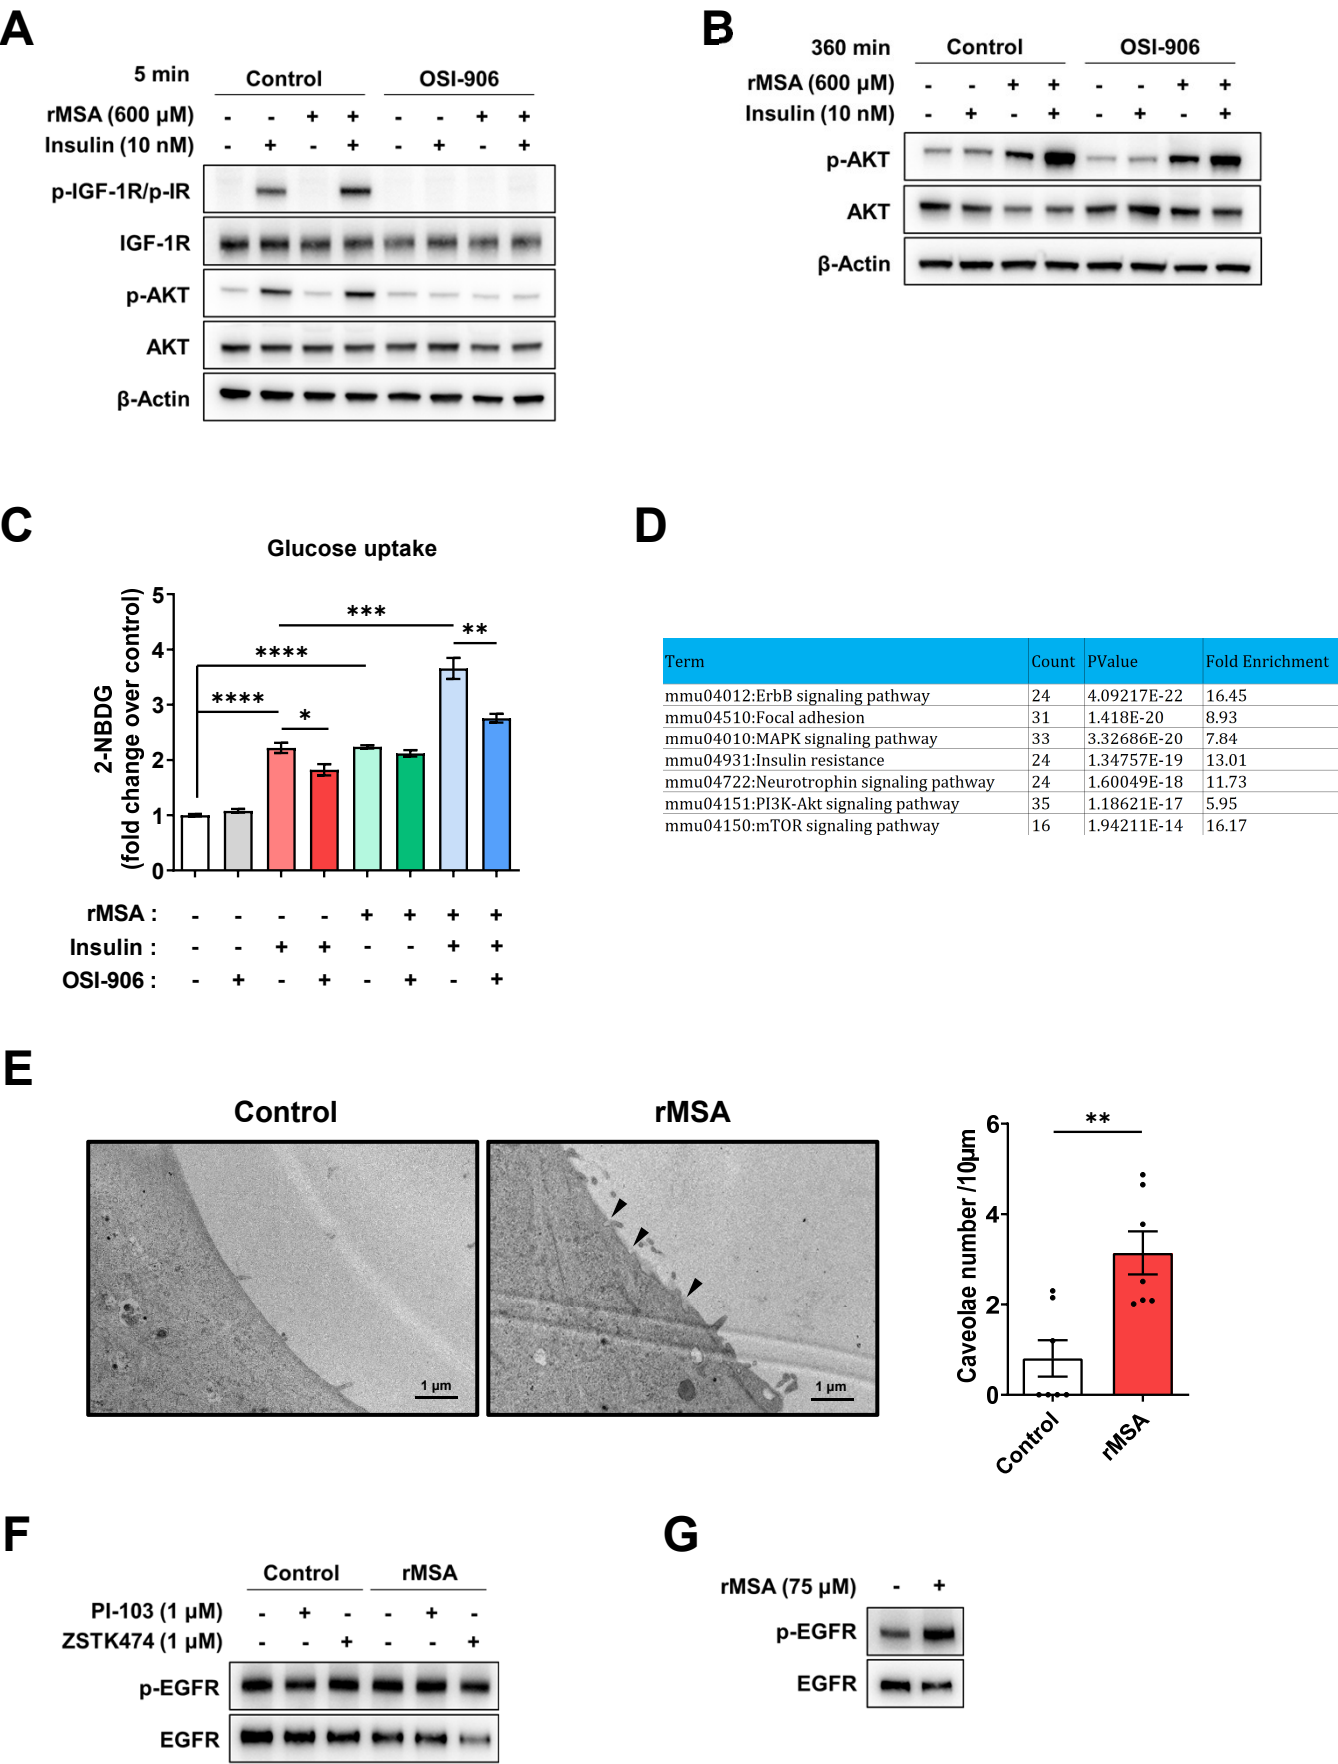

Additional file 1: Fig. S9. rMSA upregulated the PI3K-AKT pathway through EGFR independently of IR or IGF-1R.

(A) Western blot showing the protein and phosphorylation levels of IGF-1R and AKT in the AML12 cells treated with vehicle or rMSA (600  $\mu$ M), with or without insulin (10 nM) for 5 min in the absence or presence of 1  $\mu$ M OSI-906. (B) Western blot showing the protein and phosphorylation levels of AKT in the AML12 cells treated with vehicle or rMSA (600  $\mu$ M), with or without insulin (10 nM) for 360 min in the absence or presence of 1  $\mu$ M OSI-906. (C) 2-NBDG uptake in AML12 hepatocytes ( $n = 3-4$ ) treated with vehicle or rMSA (600  $\mu$ M, 6h), with or without insulin (10 nM, 1h) in the absence or presence of 1  $\mu$ M OSI-906. (D) Pathway enrichment analysis of upregulated protein phosphorylation levels in rMSA-treated AML12 hepatocytes compared with the vehicle-treated cells. (E) The AML12 hepatocytes with or without rMSA treatment (600  $\mu$ M, 2h) were fixed and visualized by transmission electron microscopy. Arrowheads indicate caveolae. (Scale bar. 1  $\mu$ m.). The number of caveolae structures on the cell membrane was quantified. (F) Western blot showing the protein and phosphorylation levels of EGFR in the AML12 hepatocytes treated with vehicle or rMSA (600  $\mu$ M) for 6h in the absence or presence of 1  $\mu$ M PI-103 or 1  $\mu$ M ZSTK474. (G) Western blot showing the protein and phosphorylation levels of EGFR in the mouse primary hepatocytes treated with vehicle or rMSA (75  $\mu$ M) for 24h. Data were analyzed by unpaired t-tests (C and E). Data are expressed as mean  $\pm$  s.e.m. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .  $\beta$ -Actin was used as the internal reference (A and B).

How the deposited data were processed for this re-analysis (not part of the article)

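RNA was measured in the livers of 6 *db*/*db* mice (3 given saline and 3 given rMSA) and in 12 libraries of AML12 hepatocytes (3 each with vehicle, insulin, rMSA, or rMSA + insulin). The authors deposited TPM values for both experiments, made by them from their sequencing reads and rounded to 2 decimals. According to the submitters' processing notes, the tools were Trimmomatic 0.33, STAR 2.5.2b, featureCounts and Subread 1.6.0 with the genome GRCm38. The annotation, the strand setting and the TPM formula are not given in the sources used here. TPM values hold no read counts, so the authors' own test with DESeq2 could not be repeated, and the depth per library and the counting precision it gives are unknown. In the liver table 23 symbols that a spreadsheet had turned into dates were repaired, and 321 genes were at 0 in every library. Of the 16533 liver genes and 15579 AML12 genes, 16433 and 15531 were matched to a gene in the RefSeq annotation of GRCm38. This annotation gave their positions.

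TPM was put on the log2 scale after adding 1 TPM, and genes with a mean of at least 1 TPM over the libraries of an experiment were tested with limma 3.58.1 in R 4.3.3 (a linear model with 1 mean per group, empirical Bayes with a mean-variance trend, and Benjamini-Hochberg adjustment within each comparison). The comparisons were rMSA against saline in the liver, and in AML12 hepatocytes rMSA against vehicle, rMSA + insulin against insulin, insulin against vehicle, rMSA + insulin against rMSA, the interaction of rMSA and insulin, and the average effect of rMSA. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Lists of genes of pathways, responses and cell types, 53 in all and written from general knowledge and the paper, were tested with camera at a preset correlation of 0.01 where at least 5 members were tested. Pathway lists were tested for over-representation among the genes called for rMSA both without and with insulin with a one-sided Fisher's exact test against all tested genes. The genes named are the 8 largest rises and the 8 largest falls of a comparison among genes at an adjusted p under 0.05 whose groups do not overlap, the genes the paper names, the genes of the Fig. S7A heat maps, and up to 4 members of a list with the smallest p, or up to 2 with the highest mean where none passed. A member of a list was also named where the paper names the pathway. Some genes that meet this rule are not reported here. These lists, comparisons, thresholds, the rule for named genes and the alternatives were chosen before the data were examined, apart from leaving out insulin libraries 1 and 2 and removing the trend with transcript length, which were added later. The heat maps and other figures of the paper had been seen by then.

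The analysis was tested on simulated data, drawn from the mean and residual spread of each gene, in which 200 genes were raised or lowered by a log2 of 1.5 or 3. Of the changed genes with a mean log2 of at least 3, the share found at an adjusted p under 0.05 in the right direction was 89.3% and 100.0% in the liver, 75.7% and 100.0% for rMSA against vehicle, 81.2% and 98.6% for rMSA + insulin against insulin, and 96.1% and 100.0% for the average effect. In the same runs 10 to 12 genes that had not been changed passed. The draws gave every group the same spread of a gene, whereas insulin libraries 1 and 2 stand apart from insulin library 3. The shares for rMSA + insulin against insulin and for the average effect therefore need not hold for the real libraries. The same limit applies to the unchanged genes that passed there. Results were computed again with 0.1 or 5 TPM added, without a filter or with one at 5 TPM, with median centring, quantile normalization or rescaling without the 50 highest genes, with a robust fit, with array weights, with the replicate number as a block, and, except for the interaction and the average effect, which use all 4 groups, with only the groups compared in the fit. They were also computed without the fold threshold, without each library in turn, and for the lists with an estimated correlation, and a gene that a filter left out has no value in that setting. Vehicle and rMSA libraries of AML12 hepatocytes with the same number met the rule that every pair be over 0.1. Their deviations from the group mean had correlations of 0.53, 0.14 and 0.58 for numbers 1 to 3. Among vehicle libraries, rMSA libraries 1 and 3 correlated most with their own number, but rMSA library 2 with vehicle library 1 (0.18). Vehicle library 1 also correlated more with insulin library 3 (0.64) than with rMSA library 1. Meeting the rule therefore does not show pairing by number. For insulin and rMSA + insulin the correlations were 0.0954, 0.79 and 0.80, which misses the rule by the first pair, although the other 2 are higher than any pair of vehicle and rMSA, and the livers and the other AML12 comparisons do not meet it. All 18 libraries were used. Proteomic, metabolic and blotting experiments have no RNA values and were left out.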

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

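The tests on stellate and Kupffer cell markers, on clock genes, on the difference between vehicle libraries, on genes at 0 TPM and on interferon-stimulated genes were chosen only after the results were seen.

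In the livers, 304 genes were lower with rMSA, and the paper discusses only processes that rose. They include Sds, the serine dehydratase, which fell from 2346 ± 269 to 379 ± 97.9 TPM (SD, n = 3 mice each, limma adjusted p = 4.35e-05). Of the 961 called genes that were tested again after rescaling without the 50 highest genes, 97.2% were still called (934 of the full 981), which argues against a scale set by a few abundant genes. The median log2 fold change of stellate cell markers (0.84) exceeded that of Kupffer cell markers (0.07, though their mean was negative) by 0.77 (permutation p = 0.0236). The permutation moved marker genes between the lists. Genes are not independent replicates, so this p measures no spread between mice. The difference argues only weakly against a lower share of hepatocytes as the whole cause. T and NK cell markers, which a lower share would raise too, did not rise (0 of 8 rose and 1 fell), and camera placed them below other genes (adjusted p = 0.00989, and adjusted p = 0.509 with an estimated correlation). Hepatocyte identity genes were lower as well (6 of 29 rose and 13 fell, camera adjusted p = 0.00161, and adjusted p = 0.172 with an estimated correlation, 0.102 with quantile normalization and 0.356 with rescaling without the 50 highest genes), as a lower share would make them. Markers of recruited monocytes and macrophages were higher, as a lower share would also make them (camera adjusted p = 0.00905, and adjusted p = 0.452 with an estimated correlation). A lower share of hepatocytes therefore stays open as part of the pattern. Arntl, Clock and Cry1 had a mean log2 fold change of -1.03 and the clock genes of opposite phase (Nr1d1, Nr1d2, Dbp, Tef and Per3) of 0.65, a difference of 1.68, so another time of day at collection, or another time since the last meal, may explain part of the pattern and stays open beside an effect of rMSA, while the methods state that the mice were fed. The real split was 1 of 10 splits with at least 981 called genes, the highest other gave 0, and 10 splits are too few for a share under 0.05.

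The effects of rMSA with and without insulin differed for 3 genes in the interaction test of limma without a replicate block, and for 0 with one. The differences were 1.21 for Gdf15 (SE 0.14, adjusted p = 0.0214), 1.71 for Atf3 (SE 0.23, adjusted p = 0.0470) and 1.70 for Itgb7 (SE 0.23, adjusted p = 0.0470) on the log2 scale. Over the alternatives the adjusted p of limma ranged from 4.49e-05 to 0.469 for Gdf15, 6.75e-06 to 0.229 for Atf3 and 2.48e-05 to 0.310 for Itgb7. None of the 3 passed when any 1 of the 9 vehicle, rMSA or rMSA + insulin libraries was left out, and Itgb7 did not pass without insulin replicate 1 (0.0581). Of 100 splits, 1 (the real one) had at least 3 called genes and the highest other gave 1. Such splits mix libraries with and without rMSA, which adds the effect of rMSA to the spread within groups. Fewer genes can then pass whether or not the effects differ, so the splits do not decide whether these 3 calls are chance. They also do not test chance within the replicate numbers.

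Between rMSA + insulin and rMSA, a comparison the paper does not report, 53 genes were called, 36 higher and 17 lower. Which direction prevailed depended on the setting, with 61 higher and 75 lower after median centring, 67 and 88 after quantile normalization, and 51 and 321 with array weights. Gsta1, a glutathione transferase, rose from 49.6 ± 6.39 TPM with rMSA to 224 ± 24.4 TPM with both (SD, n = 3 each), a log2 fold change of 2.15 (limma adjusted p = 7.32e-05). Ddit3, a transcription factor of the unfolded protein response, rose from 65.4 ± 11.0 to 279 ± 46.0 TPM (SD, n = 3 each, limma adjusted p = 0.00131). The count was 333 without insulin replicate 2 or 3, and 345 with only the compared groups in the fit. The insulin libraries enter this comparison only through the shared spread, so the count of 53 depends on that spread. The count was 30, 34 and 31 without rMSA replicate 1, 2 and 3, and 27 and 35 without rMSA + insulin replicate 2 and 3. The real split was 1 of 10 with at least 53 called genes, the highest other gave 0, and 10 splits are too few for a share under 0.05.

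Insulin libraries 1 and 2 stand apart from insulin library 3. Across genes, insulin library 3 had a Spearman rho of 0.996 with vehicle library 2, of 0.980 with insulin library 1 and of 0.930 with insulin library 2, so it lies nearer to vehicle than to its own group, and insulin library 2 lies farthest. Across genes, which are not independent replicates, the difference of insulin libraries 1 and 2 from library 3 had a Spearman rho of -0.52 with transcript length and of 0.524 with GC percent, so a bias by length or GC content may be part of it. Length and GC percent are themselves related across genes (rho -0.265), so these are not separate findings. The difference also had a Pearson r across genes of 0.698 with vehicle library 3 minus vehicle library 1, neither of which had insulin, which argues against a response to insulin as the whole cause. Of 220 sets of 3 AML12 libraries, only the 3 insulin libraries share 0 genes at 0 TPM, so the genes of the table may have been chosen by detection in them, which also fits their totals, at least 999999 TPM against 999949 to 999977 in the other groups. Insulin libraries 1 and 2 share 321 to 342 such genes with a vehicle library, which argues against a swap of columns made after that choice. A wrong label given earlier, or a difference in RNA quality or handling, stays open and was not tested.

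Of 34 acute phase and NF-kappaB response genes, 15 were higher in AML12 hepatocytes with rMSA against vehicle, a list the paper does not discuss. In a fit of the vehicle and rMSA libraries alone 24 were higher, but the insulin libraries enter this comparison only through the shared spread, so this count could hardly have fallen and decides nothing. After the trend with transcript length was removed 17 were higher, which argues against length as the whole cause. In the livers the same list was lower than other genes in camera, with 12 of 48 genes higher and 16 lower (adjusted p = 0.00834, and adjusted p = 0.384 with an estimated correlation, 0.0704 with median centring, 0.131 with quantile normalization and 0.129 with rescaling without the 50 highest genes), and Lcn2 had a log2 fold change of -1.34 there (limma adjusted p = 1.77e-04) and of 2.02 in AML12 hepatocytes (limma adjusted p = 0.00768). Of 16 tested interferon-stimulated genes, 2 were higher and 3 lower (camera adjusted p = 0.847). A response to albumin and a response to another stimulus in the rMSA preparation cannot be told apart, because the same preparation was in every rMSA library, and both stay open.

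Other splits of the AML12 libraries were counted for the remaining comparisons. For rMSA against vehicle, the real split was 1 of 10 with at least 196 called genes and the highest other gave 0, those that part every pair of the same number included. For rMSA + insulin against insulin, 2 of 10 splits had at least 292, and the other, which sets insulin libraries 1 and 2 and rMSA + insulin library 2 against the rest, called 513, a structure of the samples. For insulin against vehicle, which had 0 called genes in limma and 3969 at an unadjusted p under 0.05, all 10 splits had as many, and the highest other was 0. In each of these 3 comparisons 10 splits are too few for a share under 0.05. For the average effect of rMSA, 2 of 100 splits had at least 227 called genes, and the highest other gave 247, more than the real one. This share under 0.05 excludes as chance only splits drawn without regard to the replicate numbers. The splits do not test chance within the numbers.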

How the results depend on the processing

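Removing the trend with transcript length and leaving out insulin libraries 1 and 2 were chosen after the values were seen, and all other alternatives had been set earlier. For the 108 liver results for single genes, 1796 of 1825 values kept their direction and side of the threshold, 17 no longer passed and 12 newly passed. For the 146 AML12 results for single genes it was 3421 of 3623, with 170 no longer past and 32 newly past. For gene lists it was 444 of 485 in the liver (38 weaker, 2 stronger, 1 reversed) and 670 of 750 in AML12 hepatocytes (52, 27 and 1). The reversed values are those of the cell cycle list at a minimum of 5 TPM, where fewer members are tested, in the liver (adjusted p = 0.437 in camera, over all alternatives 5.33e-04 to 0.549) and for rMSA + insulin against insulin (0.927, over all alternatives 0.00126 to 0.988), where the members' median log2 fold change was 0.04 while camera placed the list lower than other genes.

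Counts moved by over 1.5 times in the following cases, and where no construction shows why, the cause was not tested. Without the fold threshold, which lets smaller changes pass, the liver had 2487 higher and 955 lower genes, rMSA against vehicle 639 and 205, and rMSA + insulin against insulin 1575 and 296. The insulin effect with rMSA then had 438 genes, the average effect of rMSA 2470, the shared genes 719, and 11 lists were over-represented. With 5 TPM added, which shrinks the folds of low genes, the liver had 354 higher genes, rMSA against vehicle 74 higher and 13 lower, rMSA + insulin against insulin 123 and 16, the insulin effect with rMSA 31, the interaction 5, the average effect 106 and the shared genes 75, and PI3K-AKT had an adjusted p of 0.145 in the exact test. With 0.1 TPM added the interaction had 1 gene and the average effect 351. With a minimum of 5 TPM, rMSA against vehicle had 98 higher genes and 106 genes were shared, and without a filter the interaction had 1.

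For rMSA + insulin against insulin, median centring gave 134 higher and 89 lower genes and quantile normalization 149 and 83. For insulin against vehicle, median centring, quantile normalization and rescaling without the 50 highest genes gave 10, 10 and 1 called genes, and for the insulin effect with rMSA 136, 155 and 82. For the interaction each of these 3 gave 0. Of the liver lists, 5 were lower with quantile normalization. With an estimated correlation, 0 liver lists were called higher and 0 lower by camera (smallest adjusted p = 0.147). The same held for the AML12 lists, where camera otherwise called 11 lists higher for rMSA against vehicle, 7 higher and 1 lower for rMSA + insulin against insulin, and 3 higher and 3 lower for the insulin effect with rMSA. For rMSA against vehicle 1 list was higher with array weights. For rMSA + insulin against insulin 12 were higher without a filter and 11 with quantile normalization, and 0 were lower with 0.1 TPM added, without a filter, at a minimum of 5 TPM, with rescaling without the 50 highest genes, without insulin replicate 1 or rMSA + insulin replicate 2, and 2 without insulin replicate 2. For the insulin effect with rMSA 0 were higher with quantile normalization, and 6 were lower with it and without rMSA + insulin replicate 1, 5 with the length trend removed, 1 at a minimum of 5 TPM and 0 with array weights. With array weights, rMSA + insulin against insulin had 402 higher genes, insulin against vehicle 637, the insulin effect with rMSA 372 and the interaction 65, and a robust fit gave the interaction 1. With only the compared groups in the fit, rMSA + insulin against insulin had 26 lower genes, the insulin effect with rMSA 345, and PI3K-AKT an adjusted p of 0.297 in the exact test. Removing the length trend gave rMSA + insulin against insulin 157 higher and 71 lower genes and the insulin effect with rMSA 109. Without insulin libraries 1 and 2, which leaves 1 insulin library that is assumed to vary like the other groups, there were 280 lower genes for rMSA + insulin against insulin, 11 for insulin against vehicle, 345 for the insulin effect with rMSA and 5 for the interaction. The genes called only for rMSA against vehicle (35) were 125 without the fold threshold, 12 with 5 TPM added, 16 at a minimum of 5 TPM, 80 with only the compared groups in the fit and 66 without insulin libraries 1 and 2. The genes called only for rMSA + insulin against insulin (131) were 1152 without the fold threshold, 214 and 64 with 0.1 and 5 TPM added, 271 with array weights, 81 with the length trend removed, 68 with only the compared groups in the fit and 319 without insulin libraries 1 and 2.

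Without 1 library at a time, rMSA + insulin against insulin had 209 to 700 higher genes (700 without insulin replicate 3) and 35 to 73 lower (73 without insulin replicate 2). Insulin against vehicle had 0 to 2034 (8 without insulin replicate 1 and 2034 without insulin replicate 3), and the insulin effect with rMSA 27 to 333 (333 without insulin replicate 2 or 3). The interaction had 0 to 68 (68 without insulin replicate 3, 11 without insulin replicate 2, and 0 without any vehicle, rMSA or rMSA + insulin library), and the adjusted p of PI3K-AKT in the exact test was 0.00338 to 0.426. The genes called only for rMSA + insulin against insulin were 567 without insulin replicate 3. Within 1.5 times of the full count stayed the liver (624 to 770 higher and 282 to 357 lower), rMSA against vehicle (138 to 176 and 26 to 34), the average effect (214 to 296), the shared genes (142 to 172) and the over-represented lists (5 to 8).

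With the replicate number as a block, the interaction had 0 genes (adjusted p = 0.0515 for Gdf15, Atf3 and Itgb7), the liver 664 higher and 305 lower, rMSA against vehicle 162 and 33, rMSA + insulin against insulin 246 and 44, the insulin effect with rMSA 46, the average effect 227 and the shared genes 160. Replicate numbers do not pair the livers: libraries of the same number had deviations from their group mean correlated at -0.41 to 0.05, and in AML12 hepatocytes at -0.71 to 0.80, where 6 of 18 pairs were over 0.1 and 6 of 12 libraries were closest to their own number. The files give no depth, so no limit on detection can be given.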

Differences from the paper's values

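No test was added for this part after the results were seen. The paper's text gives 246 genes as differentially expressed in both rMSA against vehicle and rMSA + insulin against insulin, and here 161 were called. The thresholds of the methods (an absolute log2 fold change of at least 1 and an adjusted p under 0.05) were used, whereas the legend of Fig. S8A names a p without saying whether it is adjusted. The authors' test was DESeq2 on read counts with shrunken folds, and here limma on TPM. Of 25 alternatives, 5 of those set before the data were examined came within 1.5 times of the paper's count: an unadjusted p, which is 1 reading of that legend (168), 0.1 TPM added (213), rescaling without the 50 highest genes (172), array weights (174) and leaving out insulin replicate 3 (172). The other 20 did not, and over all 25 the counts ranged from 75 to 719.

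For genes called in rMSA against vehicle and not in rMSA + insulin against insulin, the paper has about 180 in Fig. S8A, read by eye, and here there were 35. Of 25 alternatives, 1 set before the data were examined came within 1.5 times of the paper's count, the one without the fold threshold (125). The other 24 did not, and over all 25 the counts ranged from 12 to 125.

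In Fig. S8B the paper ranks TNF signaling before IL-17 signaling, and here IL-17 had the smaller adjusted p in the exact test (2.95e-08 against 2.46e-04), while TNF, IL-17 and PI3K-AKT were all over-represented. PI3K-AKT lost this in 8 of 12 fits without 1 library (adjusted p up to 0.426 in the exact test). It also lost it with 5 TPM added (0.145) and with only the compared groups in the fit (0.297). TNF and IL-17 kept it in all of these. Fig. 3A shows the pentose phosphate pathway among the enriched pathways of the liver, from a test of up-regulated genes alone, and here camera did not call the list (adjusted p = 0.117), with 5 of 14 tested genes higher and 1 lower (7 and 2 adjusted over the list alone). Pgd and Tkt, enzymes of this pathway, had log2 fold changes of 2.35 and 2.15 (limma adjusted p of 4.59e-05 and 1.42e-05). Pygm is shown as higher in Fig. S7A and was not tested here, and without the filter its log2 fold change was 0.48 (limma adjusted p = 0.0251).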

Other observations

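In this part the settings that remove the length trend or leave out insulin libraries 1 and 2 were added after the results were seen, and the lists are those fixed at the start. In the livers, genes of hepatocytes around the portal vein were lower with rMSA, and so were those around the central vein. Of 13 tested periportal genes, 0 rose and 11 fell (1 and 11 adjusted over the list alone) in limma, and of 16 pericentral genes 2 rose and 8 fell (2 and 8 adjusted over the list alone). Camera gave the periportal list adjusted p = 1.36e-09, and adjusted p = 0.176 with an estimated correlation, and the pericentral list adjusted p = 0.00443, and adjusted p = 0.350 with an estimated correlation. Asl, a urea cycle enzyme, and Gls2, the liver glutaminase, had log2 fold changes of -1.55 and -2.31 (limma adjusted p of 1.22e-04 and 1.26e-04). Of 83 tested genes of drug metabolism, 24 rose and 32 fell (27 and 36 adjusted over the list alone; camera adjusted p = 0.00380, and adjusted p = 0.384 with an estimated correlation, and 0.118 with quantile normalization, over all alternatives 6.42e-04 to 0.384). Of 54 genes of complement and coagulation, 8 rose and 15 fell (8 and 15 adjusted over the list alone; camera adjusted p = 0.00408, and adjusted p = 0.368 with an estimated correlation, and 0.0723 with quantile normalization, over all alternatives 1.08e-04 to 0.368).

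Markers of recruited monocytes and macrophages rose in 7 of 11 tested cases in the rMSA livers (10 and 1 adjusted over the list alone; camera adjusted p = 0.00905, and adjusted p = 0.452 with an estimated correlation). Cd9, a membrane protein that other cell types also express, rose from 18.5 ± 6.00 to 87.6 ± 17.6 TPM (SD, n = 3 mice each, limma adjusted p = 3.97e-04). Of 13 Kupffer cell markers, 1 rose and 3 fell (1 and 3 adjusted over the list alone), and camera did not call the list (adjusted p = 0.0936), whereas it did without saline replicate 3 (0.0143) or rMSA replicate 2 (0.0137), over all alternatives 0.0137 to 0.722. Of 18 clock genes, 4 rose and 7 fell (4 and 9 adjusted over the list alone; camera adjusted p = 0.0102, and adjusted p = 0.368 with an estimated correlation), among them Nr1d1, which rose by a log2 of 1.65, and Ciart and Nfil3, whose log2 fold changes were -2.38 and -2.12 (limma adjusted p of 8.39e-04, 8.55e-04 and 9.36e-04). Egfr fell in the livers from 43.9 ± 4.42 to 20.5 ± 4.71 TPM (SD, n = 3 each, log2 fold change -1.08, limma adjusted p = 0.00194), and Alb, the gene of endogenous albumin, did not pass (log2 fold change 0.21, limma adjusted p = 0.499). The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were present in all 6 livers, Eif2s3y at 7.81 to 21.9 TPM.

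In AML12 hepatocytes, 8 of 26 tested glycolysis genes rose and 0 fell with rMSA against vehicle (10 and 2 adjusted over the list alone; camera adjusted p = 0.00901, and adjusted p = 0.975 with an estimated correlation, 0.0560 with median centring and 0.111 with array weights, over all alternatives 0.00425 to 0.975). With insulin it was 12 and 0 (15 and 1 adjusted over the list alone; camera adjusted p = 0.0166, and adjusted p = 0.988 with an estimated correlation, and 0.135 without insulin replicate 3, over all alternatives 4.98e-04 to 0.988), where insulin libraries 1 and 2 stand apart. Ldha, the lactate dehydrogenase, rose by a log2 of 0.63 and 0.85 (limma adjusted p of 8.10e-04 and 7.46e-05), and Egfr did not pass in either comparison (-0.11 and -0.30, limma adjusted p of 0.956 and 0.538), although with insulin it passed as lower with median centring (-0.56, adjusted p = 0.0327), quantile normalization (-0.55, 0.0462), the length trend removed (-0.50, 0.00199) and without insulin libraries 1 and 2 (-1.10, 0.00495; over all alternatives 0.00199 to 0.715). NRF2 targets and glutathione genes rose in 7 and fell in 2 of 30 cases without insulin (9 and 3 adjusted over the list alone; camera adjusted p = 0.0592), and in 11 and 3 with it (16 and 4 adjusted over the list alone; camera adjusted p = 0.0166, and adjusted p = 0.988 with an estimated correlation, and 0.155 without insulin replicate 3, over all alternatives 1.13e-04 to 0.988). Without insulin, camera called this list in 8 alternatives (over all alternatives adjusted p = 0.0119 to 0.975). G6pdx, which encodes glucose-6-phosphate dehydrogenase, had log2 fold changes of 1.64 and 2.07 (limma adjusted p of 2.39e-06 and 5.29e-07). Genes of the unfolded protein response rose in 4 and fell in 2 of 28 cases without insulin (5 and 2 adjusted over the list alone; camera adjusted p = 0.236), and in 15 and 0 with it (18 and 0 adjusted over the list alone; camera adjusted p = 6.77e-05, and adjusted p = 0.988 with an estimated correlation). Without insulin, camera called the unfolded protein response in 3 alternatives (over all alternatives adjusted p = 0.0191 to 0.975). In the interaction, which tests whether both comparisons differ and in which insulin libraries 1 and 2 enter, camera placed the lists of NRF2 targets (adjusted p = 0.00204, and adjusted p = 0.822 with an estimated correlation) and of the unfolded protein response (adjusted p = 9.89e-05, and adjusted p = 0.985 with an estimated correlation) higher and did not call glycolysis (adjusted p = 0.139). Of 39 lists, 5 were higher and 2 lower, and limma called 3 single genes, Atf3 among them, or 0 with the replicate number as a block.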
